# PD-1 inhibition disrupts collagen homeostasis and aggravates cardiac dysfunction through endothelial-fibroblast crosstalk and EndMT

**DOI:** 10.3389/fphar.2025.1549487

**Published:** 2025-03-17

**Authors:** Zejin Zhang, Zhenzhen Yan, Tao Yuan, Xiaona Zhao, Minghui Wang, Guoqing Liu, Lijun Gan, Wei Qin

**Keywords:** cardio-oncology, cardiotoxicity, PD-1 inhibitor, collagen distribution, EndMT

## Abstract

**Introduction:**

Cardiac immune-related adverse events (irAEs) from PD-1-targeting immune check-point inhibitors (ICIs) are an increasing concern due to their high mortality rate. Collagen plays a crucial role in maintaining cardiac structure, elasticity, and signal transduction; however, the effects and mechanisms of PD-1 inhibitor on cardiac collagen remodeling remain poorly understood.

**Methods:**

C57BL/6 mice were injected with anti-mouse PD-1 antibody to create a PD-1 inhibitor-treated model. Cardiac function was measured by echocardiography, and collagen distribution was analyzed with Masson’s trichrome staining and Sirius Red staining. Single-nucleus RNA sequencing was performed to examine the effects of PD-1 inhibition on gene expression in cardiac fibroblasts (CFs) and endothelial cells (ECs). EC-CF crosstalk was assessed using co-culture experiments and ELISA. ChIP assay was performed to analyze the regulation of TCF12 on TGF-β1 promoter. Western blot, qRT-PCR, and immunofluorescence staining were used to detect the expression of TCF12, TGF-β1, and endothelial-to-mesenchymal transition (EndMT) markers. Reactive oxygen species (ROS) levels were evaluated by DHE staining, MDA content, and SOD activity assays.

**Results:**

We report a newly discovered cardiotoxic effect of PD-1 inhibitor, which causes aberrant collagen distribution in the heart, marked by a decrease in interstitial collagen and an increase in perivascular collagen deposition. Mechanistically, PD-1 inhibitor does not directly affect CFs but instead impact them through EC-CF crosstalk. PD-1 inhibitor reduces TGF-β1 secretion in ECs by downregulating TCF12, which we identify as a transcriptional promoter of TGF-β1. This subsequently decreases CF activity, leading to reduced interstitial collagen deposition. Additionally, PD-1 inhibitor induces EndMT, increasing perivascular collagen deposition. The endothelial dysfunction induced by PD-1 inhibitor results from ROS accumulation in ECs. Inhibiting ROS with N-acetylcysteine (NAC) preserves normal collagen distribution and cardiac function in PD-1 inhibitor-treated mice by reversing TCF12 downregulation and EndMT in ECs.

**Conclusion:**

Our results suggest that PD-1 inhibitor causes ROS accumulation in cardiac ECs, leading to imbalanced collagen distribution (decrease in interstitial collagen and increase in perivascular collagen) in the heart by modulating TCF12/TGF-β1-mediated EC-CF crosstalk and EndMT. NAC supplementation could be an effective clinical strategy to mitigate PD-1 inhibitor-induced imbalanced collagen distribution and cardiac dysfunction.

## 1 Introduction

Immune checkpoint inhibitors (ICIs) represent a significant advancement in cancer treatment and have been widely used in tumor immunotherapy. Programmed cell death-1 (PD-1) is a pivotal immune checkpoint in tumors. PD-1 inhibitors can block the interaction between PD-1 and PD-L1, thereby awakening immune-related cells and enhancing their ability to recognize tumor cells (Lin et al., 2023). However, studies have found the usage of PD-1 inhibitors may cause cardiotoxicity, such as myocarditis, cardiomyopathy, myocardial fibrosis, heart failure, and pericardial disease. Although uncommon, their occurrence can be sudden and fatal (Moslehi et al., 2021; Safi et al., 2021). Therefore, investigating early cardiac pathological changes and preventing detrimental effects induced by PD-1 inhibitors before the manifestation of severe complications is extremely important.

Collagen is the primary component of the cardiac matrix and is crucial for maintaining cardiac morphology, elasticity, and signal transduction. In clinical cases of cardiotoxicity induced by PD-1 inhibitors, many patients exhibit abnormal cardiac collagen deposition in their cardiac tissues, and the deposition may manifest independently of myocarditis (Heinzerling et al., 2016), suggesting that PD-1 inhibitor-induced cardiac collagen remodeling is not exclusively secondary to inflammation. Current research on PD-1 inhibitor-induced cardiotoxicity primarily centers on myocarditis mechanisms, with limited exploration into the mechanisms underlying PD-1 inhibitor-induced cardiac collagen remodeling. Therefore, investigating the effects and regulatory mechanisms of PD-1 inhibitors on cardiac collagen remodeling is essential for a comprehensive understanding of PD-1 inhibition-related cardiac adverse events.

Interspersed among cardiomyocytes (CMs), cardiac fibroblasts (CFs) primarily function to provide structural support during the thickening of the ventricular wall from embryogenesis through to adulthood (Ottaviano and Yee, 2011). The function of CFs can be regulated by autocrine signals or by signals from other cardiac cells through cell-to-cell crosstalk. For example, CMs are the primary functional cells of the heart, responsible for generating the contractile force that drives blood through the heart and the entire body. Studies have shown that CM-CF crosstalk is critical in regulation of collagen deposition, in which, CMs may promote fibrosis via miRNAs-containing exosomes (Tang et al., 2023). Endothelial cells (ECs) are one of the most abundant non-CMs in the heart and EC-derived miRNAs can also promote cardiac remodeling through the dynamic interaction between ECs and CFs (Wang et al., 2019). In addition to their communication with CFs, ECs can also contribute to collagen deposition through a process known as endothelial-to-mesenchymal transition (EndMT). EndMT is a complex biological process in which ECs lose their endothelial characteristics and acquire mesenchymal cell properties (Zhu et al., 2023). Under certain physiological or pathological conditions, ECs undergo EndMT to transform into CF-like cells, secreting collagen and promoting fibrosis (Cheng et al., 2021).

Transcription factor 12 (TCF12, also known as HTF4 or HEB) is a member of helix-loop-helix (HLH) protein family. It plays a crucial role in the cell development and differentiation of various tissues including skeletal muscle, neurons, mesenchymal tissue, and lymphocytes (Di Rocco et al., 1997; Li et al., 2017; Yi et al., 2017; Zhang et al., 1991). TCF12 has been identified as an oncogenic risk factor. Studies have shown that TCF12 promotes cancer metastasis in hepatocellular carcinoma, colorectal cancer, and melanoma (Lee et al., 2012; Tian et al., 2023; Yang et al., 2019). Additionally, TCF12 has been shown to induce angiogenesis in osteosarcoma (Li W. et al., 2024). In addition to cancer, TCF12 is involved in the regulation of other diseases. For instance, research has found that TCF12 accelerates the progression of osteoarthritis by targeting CXCR4 (Zheng et al., 2024). However, to date, there has been no research specifically investigating the role of TCF12 in cardiac function.

Oxidative phosphorylation is the primary method for generating energy in cells and is crucial for maintaining normal cellular function (Nolfi-Donegan et al., 2020). However, excessive activation of oxidative phosphorylation can lead to an increase in reactive oxygen species (ROS). While ROS play an important role in normal physiological processes, excessive ROS production that exceeds the body’s scavenging capabilities can result in oxidative stress within cells (Apel and Hirt, 2004). Oxidative stress is implicated in the etiology of many illnesses via causing the damage of diverse biological molecules. Previous studies have shown that excessive oxidative stress can lead to endothelial dysfunction (Giordo et al., 2021; Sobierajska et al., 2022). The tripeptide glutathione (GSH), which contains a sulfhydryl group, is synthesized and maintained at high levels in all cells, serving as a crucial defense mechanism against oxidative stress. N-acetylcysteine (NAC), a synthetic derivative of the naturally occurring amino acid L-cysteine, acts as a precursor to GSH and has antioxidant properties through replenishing intracellular levels of GSH. As a medication and dietary supplement, NAC has a variety of medical applications (Li X. et al., 2024; Raghu et al., 2021).

In this study, we investigated the impact of PD-1 inhibitor on cardiac collagen remodeling and utilized single-nucleus RNA sequencing (snRNA-seq) to characterize the transcriptomic profiles of individual cells in mouse hearts under normal conditions and following PD-1 inhibitor treatment. We specifically examined the effects of PD-1 inhibitor on ECs, CFs, and EC-CF communication. Our findings reveal a newly discovered cardiotoxic effect of PD-1 inhibitor, that PD-1 inhibition induces aberrant collagen distribution in the heart, characterized by reduced interstitial collagen and increased perivascular collagen deposition. Mechanistically, PD-1 inhibitor does not directly affect CFs but instead impact them through EC-CF crosstalk. PD-1 inhibitor reduces the expression of TCF12, which transcriptionally decreases the expression and secretion of TGF-β1 by ECs, subsequently resulting in reduced CF activity and interstitial collagen deposition through EC-CF crosstalk. PD-1 inhibitor also induces EndMT to increase perivascular collagen deposition. Overactivation of oxidative phosphorylation and ROS accumulation are responsible for the PD-1 inhibitor-induced endothelial dysfunction. Ultimately, we discovered that supplementing with NAC can reverse the aberrant collagen distribution and preserve cardiac function induced by PD-1 inhibitor. Our findings indicate that NAC supplementation may be a promising therapeutic avenue to prevent cardiotoxicity in the anti-PD-1 therapy.

## 2 Materials and methods

### 2.1 Treatment using a PD-1 inhibitor *in vivo*

Eight-week-old male C57BL/6 mice were purchased from Jinan Pengyue Laboratory Animal Breeding Co., Ltd (Jinan, China) and randomly assigned to two groups: Control group and PD-1 inhibitor group. For the groups treated with the PD-1 inhibitor, mice were intraperitoneally injected with InVivoPlus anti-mouse PD-1 antibody (Bioxcell, West Lebanon, United States) at a dose of 5 mg/kg on the 1st and 14th days of a 28-day cycle. To verify the effect of NAC on PD-1 inhibitor-induced cardiotoxicity, mice subjected to PD-1 inhibitor were administered NAC (Beyotime, Shanghai, China) at 400 mg/kg/day in their drinking water.

### 2.2 Echocardiography

For echocardiography, 28 days after the first administration of the PD-1 inhibitor, mice were anesthetized with 1.5%–2% isoflurane. After depilation, they were placed on a heating platform for heat preservation. Two-dimensional M-mode recordings were obtained using a Vevo 3100 LT high-resolution imaging system (VisualSonics, Toronto, Canada). Left ventricular ejection fraction (EF) and fractional shortening (FS) were recorded to evaluate cardiac function. Data measurement and analysis were performed on three consecutive cardiac cycles.

### 2.3 Histologic evaluation

The heart was harvested and fixed with 4% paraformaldehyde at 4°C for 24 h. The tissue was then dehydrated in ethanol, embedded in paraffin, and sectioned into 5 μm slices. For hematoxylin-eosin (HE), Masson’s trichrome staining, and Sirius Red staining, the heart slides were deparaffinized and rehydrated by gradient elution using xylene and ethanol, and then stained with HE staining reagent, Masson’s trichrome staining reagent, and Sirius Red staining reagent (Servicebio, Wuhan, China) according to the manufacturer’s instructions.

### 2.4 SnRNA-seq

Cardiac tissues were harvested from mice and washed in pre-cooled PBSE (PBS buffer containing 2 mM EGTA). Nuclei isolation was performed using GEXSCOPE^®^ Nucleus Separation Solution (Singleron Biotechnologies, Nanjing, China). The isolated nuclei were resuspended in PBSE. The concentration of single nucleus suspension was adjusted to 3–4 × 10^5^ nuclei/mL in PBS. The single nucleus suspension was then loaded onto a microfluidic chip (GEXSCOPE^®^ Single NucleusRNA-seq Kit, Singleron Biotechnologies), and snRNA-seq libraries were constructed according to the manufacturer’s instructions (Singleron Biotechnologies). Sequencing was performed on an Illumina novaseq 6,000 instrument with 150 bp paired end reads. Subsequent analyses, including cell composition proportion analysis, gene expression analysis, Kyoto Encyclopedia of Genes and Genomes (KEGG) analysis, CellphoneDB cell communication analysis, and transcription factor analysis, were performed using the sequencing data.

### 2.5 Western blot

Tissue samples or cells were lysed using radioimmunoprecipitation (RIPA) buffer containing a protease inhibitor to extract total proteins. The lysates were clarified by centrifugation to obtain the protein samples. These samples were then subjected to SDS-PAGE, transferred to a PVDF membrane, blocked with 10% skim milk for 2 h, and probed overnight with primary antibodies (Supplementary Table S1) at 4°C. The next day, after incubation with HRP-labeled secondary antibodies (Supplementary Table S1), the bands were visualized using an ultra-sensitive multifunctional imaging system (Invitrogen, Carlsbad, United States) and analyzed for grayscale intensity using ImageJ software. GAPDH was used as an internal control.

### 2.6 Quantitative reverse transcription-PCR (qRT-PCR)

Total RNA was extracted from tissues and cells using TRIzol reagent (Invitrogen, Carlsbad, United States). The RNA was then reverse transcribed to cDNA using the PrimeScript RT reagent Kit with gDNA Eraser (Takara, Kusatsu, Japan). Next, the cDNA was quantitatively amplified using the TB Green PCR Kit (Takara, Kusatsu, Japan). The results were presented relative to GAPDH expression using the 2^−ΔΔCq^ method. The sequences of the primers are listed in Supplementary Table S2.

### 2.7 Cell culture and transfection

Human cardiac fibroblasts (HCFs) and human coronary endothelial cells (HCAECs) were purchased from ScienCell Research Laboratories (Carlsbad, United States). HCFs were cultured in Fibroblast Medium-2 (FM-2) supplemented with 5% fetal bovine serum, 1% FCGS, and 1% penicillin/streptomycin. HCAECs were cultured in Endothelial Cell Medium (ECM) supplemented with 5% fetal bovine serum, 1% ECGS, and 1% penicillin/streptomycin. Cell morphology was observed using an inverted phase contrast microscope, and images were acquired with a camera. For PD-1 inhibitor treatment, the PD-1 inhibitor was added to the medium at a concentration of 5 μg/mL and incubated for 24 h. For TCF12 transfection, a plasmid overexpressing TCF12 was designed and synthesized by GenePharma Co., Ltd (Suzhou, China). The plasmid was transfected into HCAECs using Lipo8000 (Beyotime, Shanghai, China).

### 2.8 Immunofluorescence staining

For the immunofluorescent staining of heart sections, the sections were deparaffinized and rehydrated by gradient elution using xylene and ethanol. Antigen retrieval was performed in sodium citrate solution for 20 min at 180°C and 15 min at 160°C. For the immunofluorescent staining of cells, the cells were cultured in 24-well plates with glass slides, fixed with 4% paraformaldehyde for 15 min, and permeabilized with 0.1% Triton-X for 30 min. Prepared heart sections or cells were blocked with goat serum for 1 h at room temperature and then incubated with the primary antibody (Supplementary Table S1) overnight at 4°C. The slides were washed and incubated with the fluorescent-labeled secondary antibody (Supplementary Table S1) at room temperature for 1 h. Nuclei were stained using 4,6-diamidino-2-phenylindole (DAPI) for 10 min at room temperature. The stained heart sections or cells were observed using a confocal laser scanning microscope (Leica, Wetzlar, Germany) and analyzed using ImageJ software.

### 2.9 ELISA

The supernatant from HCAECs treated with a PD-1 inhibitor and/or a TCF12-overexpressing plasmid was collected. TGF-β1 levels in the cell supernatant were measured using a TGF-β1 ELISA Kit (Elabscience, Wuhan, China) following the manufacturer’s instructions.

### 2.10 Cell co-culture experiments

Conditional medium co-culture was performed as depicted in Figure 3H. HCAECs were exposed to drugs for 24 h, after which the medium was replaced with fresh culture medium and incubated for another 24 h. The conditioned medium was then collected and mixed with HCFs medium at a 1:1 ratio for HCFs culturing.

Transwell co-culture was conducted as shown in Figure 4N. A Transwell coculture system with a 0.4 µm pore size (Corning, Glendale, United States) was utilized. HCAECs were cultured in the upper chamber, while HCFs were cultured in the lower chamber. Following drug administration to HCAECs, both HCAECs and HCFs were cocultured for 24 h. Subsequently, the HCFs were used for relevant experiments.

### 2.11 Wound healing assay

For the scratch wound healing assay, HCAECs were scratched with 10 μL pipette tips and washed twice with Dulbecco’s Phosphate Buffered Saline (DPBS). Subsequently, the cells were cultured in ECM with no serum. Images were captured with a microscope at 0, 6, and 12 h.

### 2.12 Measurement of intracellular ROS level, malondialdehyde (MDA) content, and superoxide dismutase (SOD) activity

Intracellular ROS was measured by dihydroethidium (DHE) staining. According to the instructions of the DHE reagent (Beyotime, Shanghai, China), HCAECs were incubated with 5 μM DHE for 30 min at 37°C. The cells were then washed three times with PBS, and ROS levels were reflected by DHE fluorescence intensity. The cells were observed and images were captured under a confocal laser scanning microscope (Leica, Wetzlar, Germany) and analyzed using ImageJ software. Intracellular MDA content and SOD activity were measured using their respective assay kits according to the manufacturer’s instructions (Beyotime, Shanghai, China).

### 2.13 Measurement of soluble collagen content

Collagen production was detected using a Sircol soluble collagen assay kit (Biocolor, Carrickfergus, United Kingdom). Initially, 1 mL of cell culture supernatant was mixed with 200 μL of Isolation & Concentration Reagent and incubated at 4°C overnight. After centrifugation, 1 mL of supernatant was discarded. Sircol Dye Reagent (1 mL) was then added to each sample to form the collagen-dye complex. Following this, the complex was washed with Acid-Salt Wash Reagent and subsequently dissolved using Alkali Reagent. Finally, 200 μL of the resulting sample was transferred into a 96-well plate, and the absorbance at 555 nm was measured using a BioTek microplate reader (Richmond, United States).

### 2.14 Chromatin immunoprecipitation (ChIP)

ChIP assays were performed using the Chip Assay kit (Thermo Fisher Scientific, Rockford, United States). Cells were crosslinked with 1% formaldehyde for 10 min at room temperature and quenched with glycine. DNA was immunoprecipitated from the sonicated cell lysates using the TCF12 antibody and subjected to qPCR to amplify the TCF12 binding sites. The primer sequences are shown in Supplementary Table S3.

### 2.15 Statistics

Data were presented as mean ± SD. Statistical comparisons between two groups were conducted using Student’s t-tests, while one-way analysis of variance (ANOVA) was employed for comparisons involving three groups or more. The p value less than 0.05 was considered statistically significant.

## 3 Results

### 3.1 PD-1 inhibitor induces imbalanced collagen distribution in the mouse heart

To study the toxic effect of the PD-1 inhibitor on the heart, we examined it from both functional and histological aspects. We established PD-1 inhibitor-induced cardiotoxicity mouse model based on a previous study (Xia et al., 2020). C57BL/6 mice were intraperitoneally injected with InVivoPlus anti-mouse PD-1 antibody at a dose of 5 mg/kg on the 1st and 14th days of a 28-day cycle (Figure 1A). Echocardiography showed that the left ventricular EF and FS in the PD-1 inhibitor group were significantly lower than those in the control group (Figure 1B). There was no significant difference in the ratios of heart weight to body weight and heart weight to tibia length (Figure 1C). Furthermore, we performed HE staining, Masson’s trichrome staining, and Sirius Red staining to observe the histological changes of the heart. No obvious structural changes of cardiomyocytes were observed in the heart treated with PD-1 inhibitor (Figure 1D). However, interestingly, we found that the PD-1 inhibitor led to an imbalanced collagen distribution, showing decreased interstitial collagen deposition and increased perivascular collagen deposition (Figures 1E, F; Supplementary Figures S1A, B). We also examined the expression of fibrosis-related genes and collagen content in the whole heart. The results showed that the PD-1 inhibitor induced decreased expression of Fn1, CTGF, Col1a1, and Col3a1 (Figure 1G) and decreased collagen content in the mouse heart compared with the control (Figure 1H). The above results indicate that collagen in the whole heart was reduced by PD-1 inhibitor treatment, but this reduction is not uniformly distributed throughout the heart, with interstitial collagen decreasing and perivascular collagen increasing.

**FIGURE 1:**
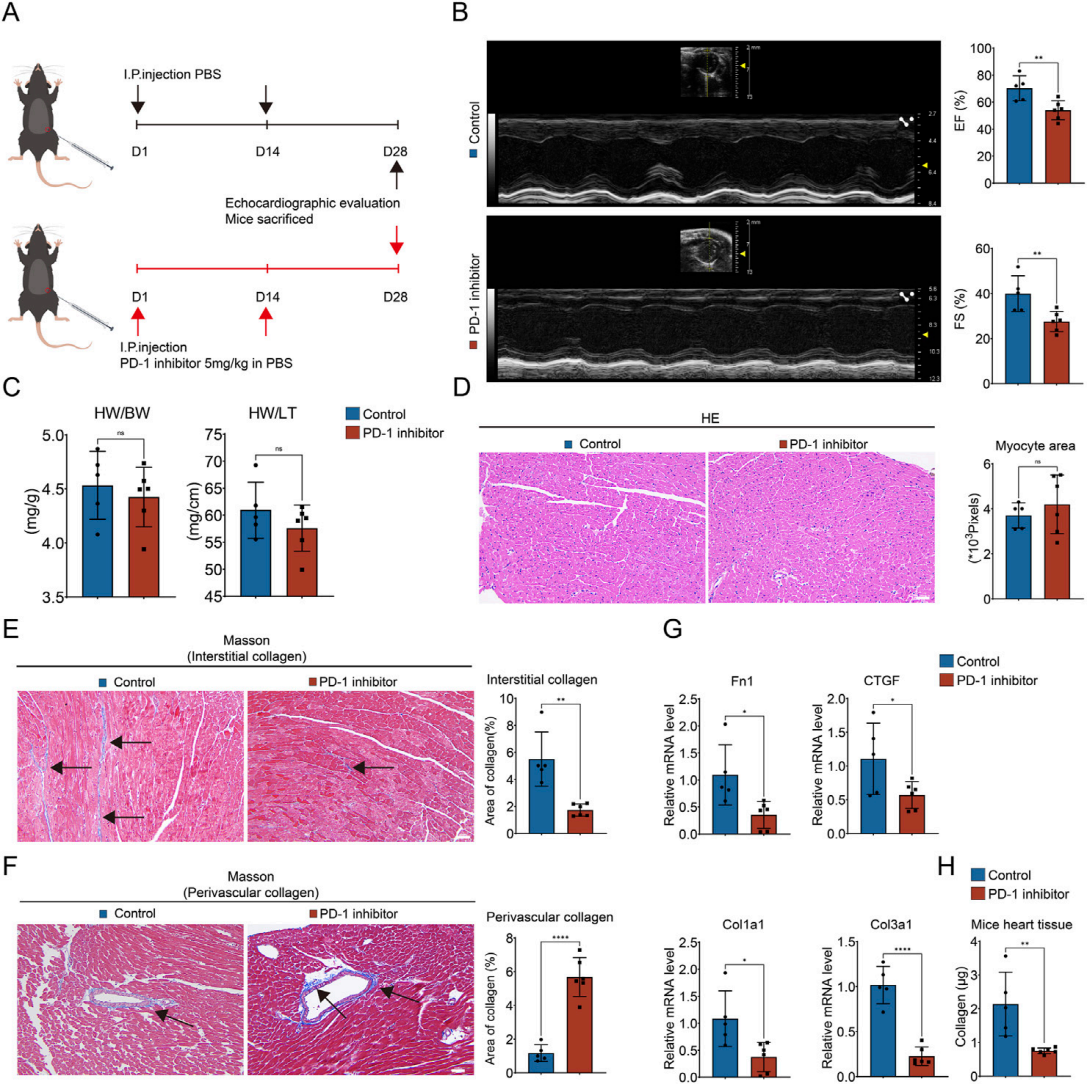
PD-1 inhibitor induces imbalanced collagen distribution in heart. **(A)** Schematic diagram of mouse model. 8-week-old male C57BL/6 mice were injected intraperitoneally with a PD-1 inhibitor on days 1 and 14 respectively, while the control mice were injected with an equal amount of PBS on the same day. Mice were sacrificed after performing echocardiography on day 28. **(B)** Representative echocardiography images and statistics of EF and FS of mouse heart. n = 5–6. **(C)** The ratio of heart weight to body weight (HW/BW) and heart weight to tibia length (HW/TL) of mice. n = 5–6. **(D)** Representative images of HE staining and quantification of myocyte area of mouse heart. n = 5–6. Scale bar: 100 μm. **(E)** Representative images of Masson’s trichrome staining and quantification of the interstitial collagen area of mouse heart. The black arrows indicate the region of collagen deposition. n = 5–6. Scale bar: 100 μm. **(F)** Representative images of Masson’s trichrome staining and quantification of the perivascular collagen area of mouse heart. The black arrows indicate the region of collagen deposition. n = 5–6. Scale bar: 100 μm. **(G)** Quantification of Fn1, CTGF, Col1a1, and Col3a1 mRNA levels in mouse heart using qRT-PCR. n = 5–6. **(H)** Measurement of the collagen content in mouse heart (values are shown per 10 mg of heart tissue). n = 5–6. *p < 0.05, **p < 0.01, ****p < 0.0001.

### 3.2 PD-1 inhibitor does not directly influence CFs but affect the communication of other cardiac cells with CFs

Firstly, to investigate the mechanism behind the imbalanced collagen distribution caused by PD-1 inhibitor, we examined the influence of PD-1 inhibitor on CFs, the primary cells responsible for the synthesis of extracellular matrix proteins (Burke et al., 2021; Frangogiannis, 2021; Liu et al., 2021). The upregulation of α-SMA is a sign of CFs activation and a marker of the fibroblast-to-myofibroblast transition (FMT) (Qin et al., 2015). HCFs were cultured and treated with the PD-1 inhibitor for 24 h. Immunofluorescence staining of α-SMA showed that compared to the control group, there was no significant difference in α-SMA expression in the PD-1 inhibitor-treated HCFs (Figure 2A). Additionally, the expression levels of fibrosis-related genes Fn1, CTGF, Col1a1, and Col3a1 in HCFs were not affected by PD-1 inhibitor treatment (Figure 2B). The cell culture supernatant from both control and PD-1 inhibitor-treated HCFs were collected. The collagen content measurement assay revealed no significant changes in collagen secretion between the control and PD-1 inhibitor-treated HCFs (Figure 2C). The above results indicated that PD-1 inhibitor does not directly influence the function of CFs. Therefore, we next performed snRNA-seq on the hearts of mice from both the control and PD-1 inhibitor groups to evaluate the effects of the PD-1 inhibitor on other cardiac cell types and the changes in their transcriptional profiles. 

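Nuclei from the control group and from the PD-1 inhibitor group were each made into 1 library with the GEXSCOPE single nucleus RNA-seq kit, in which every captured transcript molecule carries a unique molecular identifier (UMI). The hearts came from male C57BL/6 mice aged 8 weeks at the start. PD-1 inhibitor was injected at 5 mg/kg on days 1 and 14, control mice received PBS, and the cycle lasted 28 days. The paper's text does not say how many hearts went into a library. With 1 library per condition there are no replicates, so no test was made, and every interval given for these libraries is a 95% interval that covers counting error only. The authors deposited whole-number UMI counts of 32589 genes without normalization, for 10197 barcodes of the control library and 7967 of the PD-1 inhibitor library. These counts summed to 13177525 UMIs in the control library and 10875248 in the PD-1 inhibitor library. The median nucleus held 1020 and 1066 UMIs, and none held fewer than 500. The paper's text names no filter on nuclei, no doublet step and no clustering setting. Nuclei with fewer than 200 genes were to be left out, and there were 0 of these. Nuclei with over 20% mitochondrial UMIs were left out, which removed 83 from the control library and 15 from the PD-1 inhibitor library. Scrublet, run on each library, called 592 doublets (5.85% of the nuclei) in the control library and 308 (3.87%) in the PD-1 inhibitor library, and these were removed as well. The 9522 and 7644 nuclei that remained held 12103951 and 10290085 UMIs, with a median of 1012 and 1055 per nucleus. As measures of nuclear purity, mitochondrial transcripts made up 1.76% of the remaining UMIs in the control library and 2.12% in the PD-1 inhibitor library, and the nuclear RNA Malat1 made up 5.67% and 5.34%. As a check of sex, the female-specific RNA Xist had 7 and 2 UMIs. The Y-linked genes Ddx3y, Uty, Kdm5d and Eif2s3y had 2210, 2309, 912 and 1954 UMIs in the control library, and 1621, 1737, 636 and 1510 in the PD-1 inhibitor library. Expression was summed over the nuclei of a cell type and is given as UMIs per 1000000 UMIs (CPM). A log2 ratio is that of PD-1 inhibitor over control, with 0.5 UMI added to each sum. Coordinates are those of GENCODE vM21 on GRCm38, which holds 32445 of the 32589 gene identifiers of the files. The build that the authors used is not named in the paper's text.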

10 cell populations were identified in the heart, including Adipocytes, BCells, CMs, ECs, Fibroblasts, GlialCells, MPs, MesothelialCells, Mural Cells, and T Cells. Among these, ECs, Fibroblasts, MPs, and CMs were the most abundant (Figure 2D). 

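The nuclei of both libraries were clustered together with the Leiden algorithm at resolution 1, on 30 principal components of 2000 variable genes. This gave 22 clusters, and each was called EC-like, fibroblast-like and so on when its leading genes and a fixed set of marker genes allowed it. The 20 clusters named in this way covered all 10 populations, whose names are used here for short. Shares and values can differ from those of the paper because the names were rebuilt. ECs made up 5 clusters. The largest, led by Sall1, Nrg1 and Plvap, held 1414 nuclei of the control library and 1515 of the PD-1 inhibitor library, and the next, led by Aplnr and Timp4, held 956 and 674. The other EC clusters were led by Mmrn1 and Reln (233 and 161 nuclei), by Sema3g and Gja5 (122 and 85) and by Wnt9b and Hapln1 (75 and 67). Fibroblasts made up 3 clusters. The smallest of them, led by Wif1 and Chad with 109 and 88 nuclei, rested on 3 detected markers. Cardiomyocytes made up 3 clusters. In 1 of them, led by Acta1, Ckm and Mb with 525 and 526 nuclei, the median share of mitochondrial UMIs was 9.31% and 8.36%. MPs made up 2 clusters. The smaller, with 143 and 80 nuclei, was led by the dendritic cell genes Cd209a, Flt3 and Clec9a, and 16 of the MP markers were detected in it. The adipocyte cluster was led by Ucp1 and Adrb3 and held 154 nuclei of the control library against 16 of the PD-1 inhibitor library. With 1 library per condition, a cluster found mostly in 1 library cannot be assigned to the condition. The remaining 2 clusters stayed unnamed. A cluster of 29 and 14 nuclei was led by cell cycle genes, and a cluster of 6 and 11 nuclei had markers of mural cells and of cardiomyocytes. Both were kept out by thresholds of 50% that were set after the clusters were seen, and together they held 0.368% of the control nuclei and 0.327% of the PD-1 inhibitor nuclei.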

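ECs were 2800 of 9522 nuclei in the control library, or 29.4% (exact binomial interval by Clopper-Pearson, 28.5 to 30.3), and 2502 of 7644 in the PD-1 inhibitor library, or 32.7% (31.7 to 33.8). Fibroblasts were 26.04% (25.2 to 26.9) of the control nuclei and 25.8% (24.8 to 26.8) of the PD-1 inhibitor nuclei, from 2480 and 1971 nuclei. The 1286 cardiomyocyte nuclei of the control library were 13.5% (12.8 to 14.2), and the 1088 of the PD-1 inhibitor library were 14.2% (13.5 to 15.0). MPs, with 1256 and 887 nuclei, were 13.2% (12.5 to 13.9) and 11.6% (10.9 to 12.3). These 4 populations had the largest shares in both libraries. Their median depths in the control and PD-1 inhibitor libraries were 897.5 and 945 UMIs in ECs, 1039.5 and 1088 in fibroblasts, 1412.5 and 1431.5 in cardiomyocytes, and 902 and 966 in MPs.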

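Each share in the PD-1 inhibitor library was divided by the share in the control library, and the ratio has an exact interval from the counts of nuclei. The ratio was 1.11 (1.05 to 1.18) for ECs, 0.990 (0.933 to 1.05) for fibroblasts, 1.05 (0.971 to 1.14) for cardiomyocytes and 0.880 (0.806 to 0.959) for MPs. Mural cells were 6.18% of the control nuclei and 5.42% of the PD-1 inhibitor nuclei, with a ratio of 0.877 (0.772 to 0.996). Mesothelial cells were 5.04% and 6.03%, with a ratio of 1.20 (1.05 to 1.36). T cells were 2.51% in both libraries, with a ratio of 1.00 (0.823 to 1.22). B cells were 1.82% and 1.03% of the nuclei, a ratio of 0.569 (0.430 to 0.746). Adipocytes were 1.62% and 0.209%, a ratio of 0.129 (0.0722 to 0.217). Glial cells were 0.326% and 0.118%, a ratio of 0.362 (0.151 to 0.778), from 31 and 9 nuclei. The ratios of fibroblasts, cardiomyocytes and T cells lay within counting error of 1, and those of the other 7 populations did not. How far a share varies between hearts of the same group cannot be seen from 1 library each. Of the alternative settings, clustering each library alone moved the shares most, with a ratio of 2.52 for fibroblasts, because 1493 control nuclei then fell into a cluster that stayed unnamed.

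**Figure D1:**
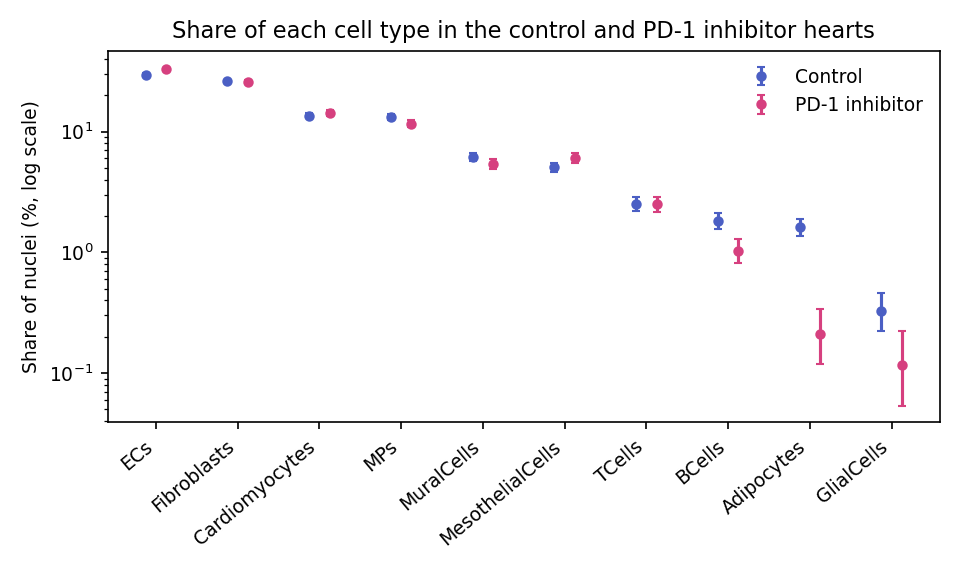
Share of nuclei of each cell population in the control and PD-1 inhibitor libraries, on a log axis in percent, with bars for the 95% exact binomial interval. Adipocytes lie farthest apart, at 1.62% and 0.209%.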

The proportion of each cell type in the heart showed no significant changes by PD-1 inhibitor treatment (Figure 2E). Since PD-1 inhibitor may function through binding with PD-1, we examined the expression of PD-1 in the four major cell types in the heart. 

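PD-1 is encoded by Pdcd1 (ENSMUSG00000026285), which lies on the minus strand of chromosome 1 from 94038305 to 94052553. In ECs, 2 Pdcd1 UMIs were counted in the control library and 1 in the PD-1 inhibitor library. The share of EC nuclei with a Pdcd1 UMI was 0.0714% (0.00865 to 0.258) and 0.0400% (0.00101 to 0.222). Of the 2 control EC nuclei, 1 also had a UMI of a T cell marker. In cardiomyocytes, 1 Pdcd1 UMI was counted in each library, in 0.0778% and 0.0919% of the nuclei. No Pdcd1 UMI was counted in fibroblasts or in MPs. At a count of 0, shares of up to 0.121% and 0.152% remain possible in fibroblasts, and of up to 0.239% and 0.338% in MPs. Fibroblasts, in which the paper's immunofluorescence found no PD-1, serve as the background. Their limits lie above the shares of ECs and cardiomyocytes, so a difference between these 4 cell types was not detectable at this depth. After every nucleus was thinned to 500 UMIs, 2 control ECs kept a Pdcd1 UMI, and the PD-1 inhibitor ECs and the cardiomyocytes of both libraries kept 0.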

SnRNA-seq results showed PD-1 mainly expressed in ECs and CMs (Figure 2F) and immunofluorescence staining further confirmed that PD-1 was expressed in ECs, CMs, and MPs, but not in CFs (Figure 2G). This finding supports our results that PD-1 inhibitor does not directly affect CFs. Therefore, we proposed that PD-1 inhibitor might influence CFs through its effects on other cardiac cells via cell-cell crosstalk. To verify this hypothesis, we conducted cell-cell communication analysis using snRNA-seq data (Figure 2H). 

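For each ligand-receptor interaction drawn for CMs, MPs or ECs with CFs, the share of nuclei with a UMI was computed for both partners and set against 10%, the share of cells that CellPhoneDB asks of a cluster by default. The threshold used by the authors is not named in the paper's text, and the permutation of cell labels was not repeated because nuclei are not replicates. Tgfb1 (ENSMUSG00000002603), on the plus strand of chromosome 7 from 25687002 to 25705077, had 392 UMIs in control ECs and 418 in PD-1 inhibitor ECs. This is 132 CPM (120 to 146, exact Poisson interval) and 145 CPM (132 to 160), a log2 ratio of 0.13 (-0.07 to 0.34). A Tgfb1 UMI was present in 282 control ECs, or 10.1% (8.98 to 11.2), and in 264 PD-1 inhibitor ECs, or 10.6% (9.37 to 11.8), so both shares lay within counting error of 10%. After thinning, the shares were 5.54% and 5.32%. Mesothelial cells, taken as the background for Tgfb1 and with median depths of 1297.5 and 1727 UMIs, had a Tgfb1 UMI in 1.46% and 1.30% of nuclei. Leaving out nuclei with fewer than 500 genes moved the share in ECs most among the settings that kept all UMIs, to 11.8% and 12.9%. In fibroblasts, Tgfbr1 (chromosome 4, 47353222 to 47414931) had a UMI in 21.3% (19.7 to 22.9) and 17.8% (16.1 to 19.6) of nuclei, and in 11.3% and 9.79% after thinning, against 8.71% and 6.07% of cardiomyocytes. Tgfbr3 (chromosome 5, 107106570 to 107289629) had a UMI in 36.1% and 34.8% of fibroblasts, and in 20.8% and 18.8% after thinning, against 2.47% and 2.71% of MPs. Egfr (chromosome 11, 16752203 to 16918158) had a UMI in 36.4% and 30.7% of fibroblasts, and in 19.6% and 15.7% after thinning, against 7.96% and 7.67% of MPs. The log2 ratio in fibroblasts was -0.15 (-0.29 to 0.00) for Tgfbr1, -0.04 (-0.15 to 0.07) for Tgfbr3 and -0.25 (-0.37 to -0.14) for Egfr. Over the 21 interactions drawn in Figures 2I–K, both partners reached 10% in 10 in the control library and in 17 in the PD-1 inhibitor library. Of these, 9 reached it in both libraries, 8 in the PD-1 inhibitor library alone and 1 in the control library alone, and 3 reached it in neither. The 8 interactions that reached 10% in the PD-1 inhibitor library alone were all drawn for that group. The interaction that reached it in the control library alone, integrin a5b1 with Fbn1, was drawn for the PD-1 inhibitor group as well, and 0 of the 6 drawn for the control group did so. The share of the scarcer partner had a median of 9.87% in the control library and 11.5% in the PD-1 inhibitor library. In 4 of the 8 the scarcer control partner was Tgfb2 in fibroblasts, at 9.56% in the control library and 11.5% in the PD-1 inhibitor library, with a log2 ratio of 0.17 (-0.05 to 0.39). After thinning, Tgfb2 was at 5.04% and 4.87% of fibroblasts. Mif, Cmklr1, Bmp4 and Ncam1, the scarcer control partners in the rest of the 8, were still higher in the PD-1 inhibitor library. Fibroblast nuclei of that library were deeper, with a median of 1088 against 1039.5 UMIs, which raises shares before thinning. After thinning, 0 interactions reached 10% in either library.

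**Figure D2:**
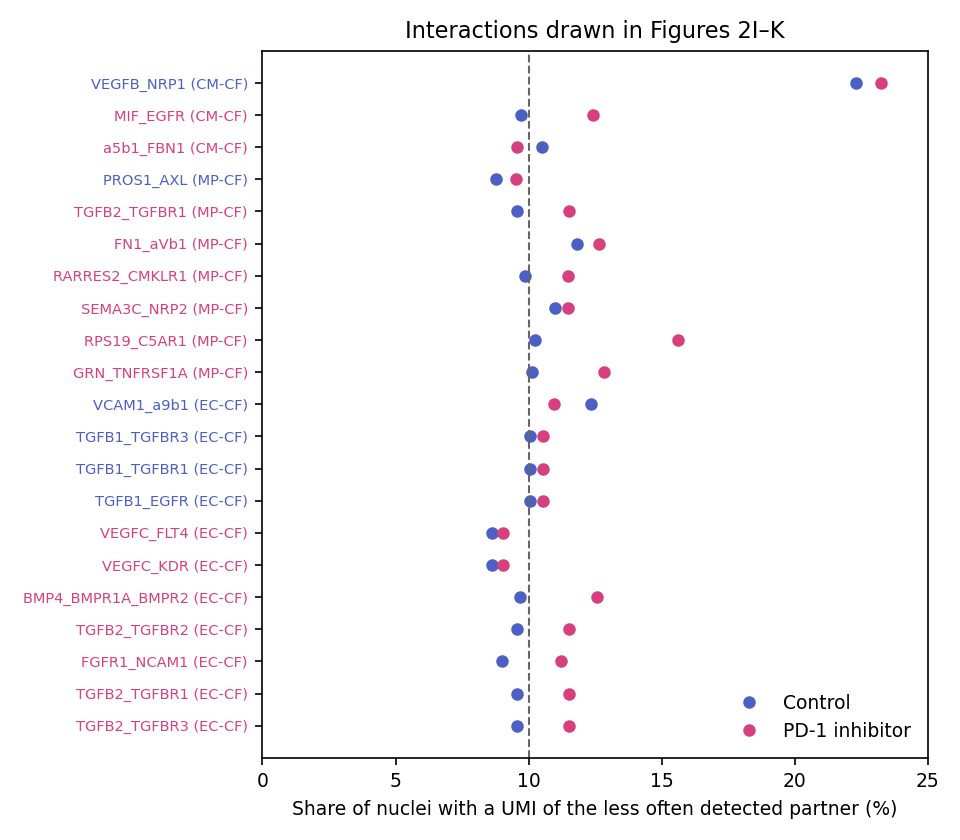
Share of nuclei with a UMI of the scarcer partner of each drawn ligand-receptor interaction, in percent, for the control and PD-1 inhibitor libraries. The dashed line is at 10%, label colours give the library for which the interaction is drawn, and the shares run from 8.63% to 23.2%.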

The ligand-receptor interactions between CM-CF, MP-CF, and EC-CF were analyzed, highlighting interactions present exclusively in the control group or the PD-1 inhibitor group, as shown in Figures 2I–K. Notably, three collagen synthesis-related interactions between ECs and CFs—TGFβ1_TGFβR1, TGFβ1_TGFβR3, and TGFβ1_EGFR—were absent in the hearts treated with PD-1 inhibitor. This observation led us to hypothesize that the reduced interstitial collagen deposition may result from changes in EC-CF crosstalk.

**FIGURE 2:**
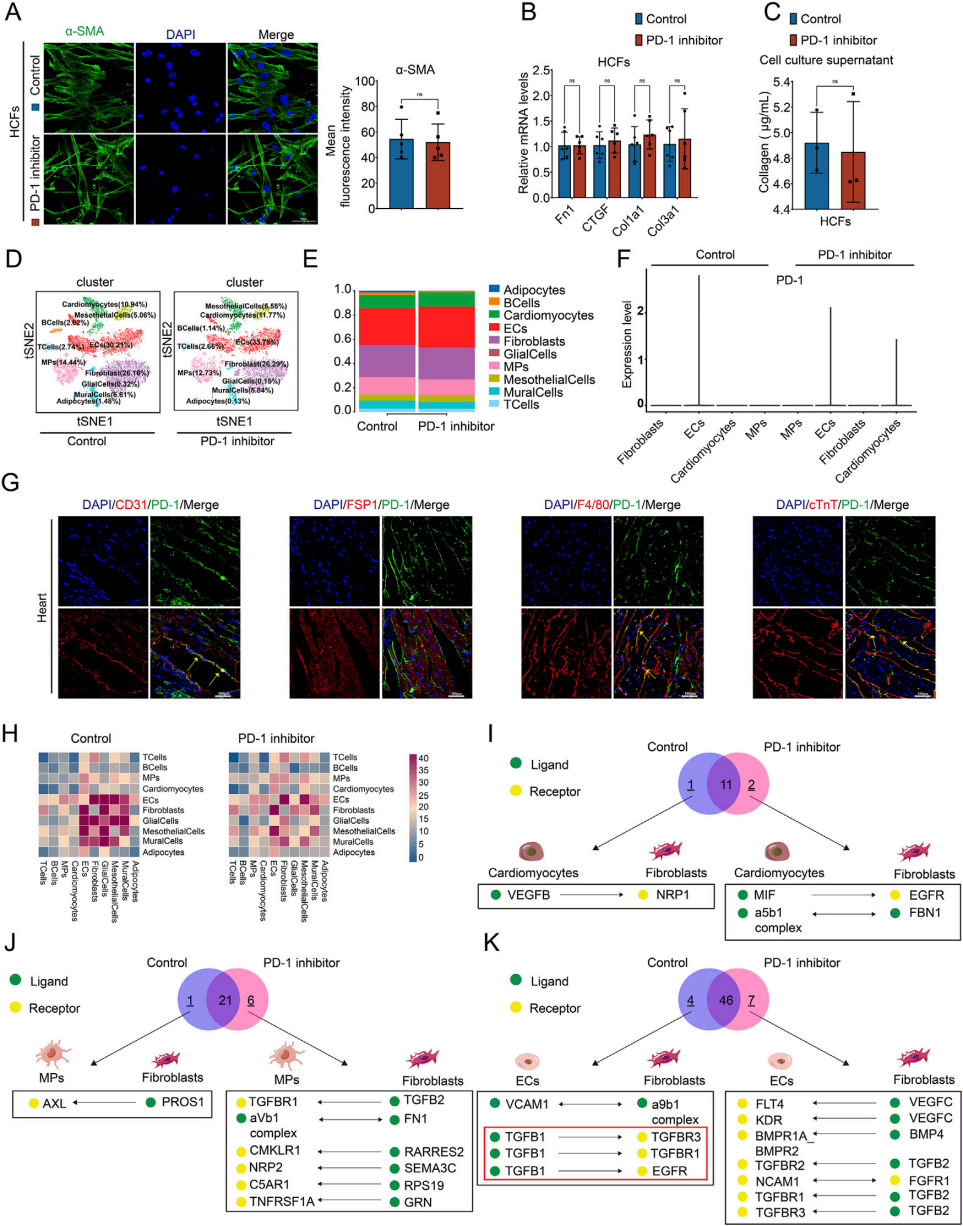
PD-1 inhibitor does not directly act on CFs but affect the communication of other cardiac cells with CFs. **(A)** Representative immunofluorescence images and quantification of the fluorescence intensity of α-SMA (green) in HCFs. Blue stands for DAPI. n = 5. Scale bar: 50 μm. **(B)** Quantification of Fn1, CTGF, Col1a1, and Col3a1 mRNA levels in HCFs using qRT-PCR. n = 6. **(C)** Measurement of the collagen content in cell culture supernatant of HCFs. n = 3. **(D)** t-distributed stochastic neighbor embedding (t-SNE) plot for snRNA-seq analysis in mouse hearts. Number indicates percentage of different cell clusters in heart. **(E)** The proportion of different cell clusters in mouse heart. **(F)** Violin plot showed the expression of PD-1 in Fibroblasts, ECs, Cardiomyocytes, and MPs in mouse hearts. **(G)** Representative immunofluorescence images of PD-1 (green) co-localized with different cell markers (red) in the mouse heart. CD31 represents ECs, FSP1 represents Fibroblasts, F4/80 represents MPs, and cTnT represents Cardiomyocytes. Scale bars: 100 μm. **(H)** CellphoneDB cell communication analysis showed the interaction counts between cell types. **(I-K)** Venn diagram showed the ligands-receptor interactions between Cardiomyocytes and Fibroblasts, MPs and Fibroblasts, and ECs and CFs in mouse heart. Black box showed interactions that present exclusively in the control group or the PD-1 group.

### 3.3 PD-1 inhibitor attenuates collagen synthesis in CFs by blocking the secretion of TGF-β1 from ECs

Given that PD-1 inhibitor attenuated the interactions between ECs and CFs via TGF-β1 and its receptors, we investigated whether the secretion of TGF-β1 was reduced in PD-1 inhibitor-treated ECs. qRT-PCR and Western blot analysis revealed that both mRNA and protein levels of TGF-β1 in HCAECs were decreased by PD-1 inhibitor treatment (Figures 3A, B). Consistently, the secreted TGF-β1 in the cell culture supernatant was also reduced in PD-1 inhibitor-treated HCAECs (Figure 3C). Furthermore, both *in vitro* and *in vivo* immunofluorescence staining experiments confirmed that the expression of TGF-β1 in HCAECs and in CD31^+^ mouse cardiac ECs were decreased after PD-1 inhibitor administration (Figures 3D, E). Meanwhile, we also observed that the expression of phosphorylated Smad2/3 (p-Smad2/3), a downstream effector of TGF-β1 signaling, decreased in HCAECs following PD-1 inhibitor treatment (Figures 3F, G). These findings lead us to hypothesize that the reduction in TGF-β1 secretion by ECs, which subsequently affects CFs, may be the primary mechanism underlying the PD-1 inhibitor-induced decrease in cardiac interstitial collagen. To test this hypothesis, we conducted cell co-culture experiments using HCAECs and HCFs. The conditioned medium from PD-1 inhibitor-treated HCAECs was applied to HCFs, and the results indicated that this conditioned medium reduced the activity of HCFs, evidenced by reduced α-SMA expression (Figure 3I), decreased collagen secretion (Figure 3J), and lower expression levels of collagen synthesis-related genes Fn1, CTGF, Col1a1, and Col3a1 in HCFs (Figure 3K). These results confirm that the reduction in TGF-β1 secretion by ECs, which subsequently acts on CFs, is the primary mechanism underlying the PD-1 inhibitor-induced decrease in cardiac interstitial collagen.

**FIGURE 3:**
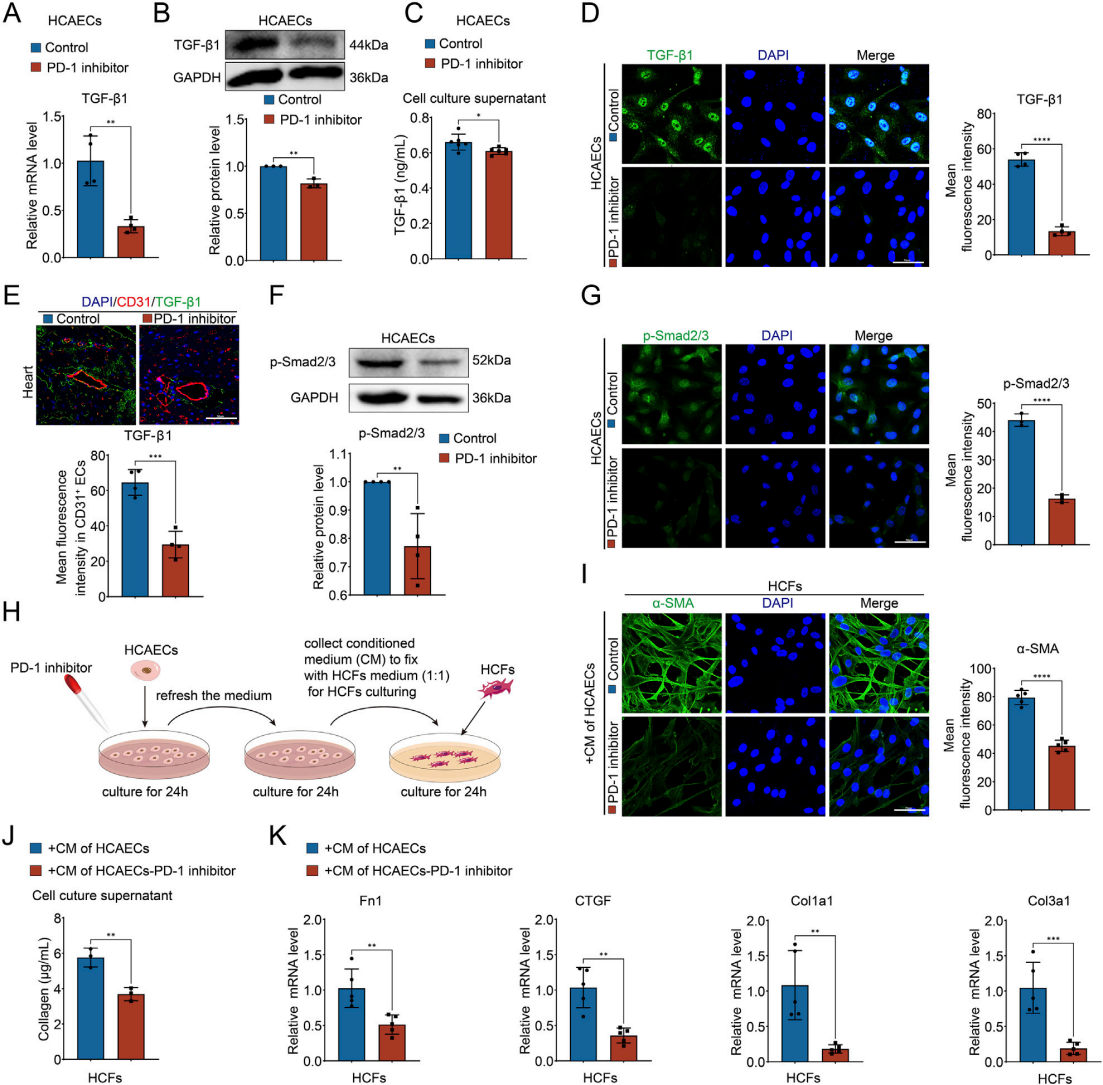
PD-1 inhibitor attenuates collagen synthesis in CFs by blocking the secretion of TGF-β1 from ECs. **(A)** Quantification of TGF-β1 mRNA level in HCAECs using qRT-PCR. n = 4. **(B)** Quantification of TGF-β1 protein level in HCAECs using Western blot. n = 3. **(C)** Measurement of the TGF-β1 level in cell culture supernatant of HCAECs using ELISA. n = 6. **(D)** Representative immunofluorescence images and quantification of the fluorescence intensity of TGF-β1 (green) in HCAECs. Blue stands for DAPI. n = 4. Scale bar: 50 μm. **(E)** Representative immunofluorescence images of CD31 (red) and TGF-β1 (green) in mouse heart and quantification of the fluorescence intensity of TGF-β1 in CD31^+^ ECs. Blue stands for DAPI. n = 4. Scale bar: 50 μm. **(F)** Quantification of p-Smad2/3 protein level in HCAECs using Western blot. n = 4. **(G)** Representative immunofluorescence images and quantification of the fluorescence intensity of p-Smad2/3 (green) in HCAECs. Blue stands for DAPI. n = 3. Scale bar: 50 μm. **(H)** Schematic diagram of the conditional medium co-culture system of HCAECs and HCFs. **(I)** Representative immunofluorescence images and quantification of the fluorescence intensity of α-SMA (green) in HCFs that cultured by the conditional medium of HCAECs. Blue stands for DAPI. n = 5. Scale bar: 50 μm. **(J)** Measurement of the collagen content in cell culture supernatant of HCFs that cultured by the conditional medium of HCAECs. n = 3. **(K)** Quantification of Fn1, CTGF, Col1a1, and Col3a1 mRNA levels in HCFs that cultured by the conditional medium of HCAECs using qRT-PCR. n = 5. *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001.

### 3.4 PD-1 inhibitor decreases TGF-β1 expression by reducing TCF12 levels in ECs

To investigate the molecular mechanism by which PD-1 inhibitor reduces TGF-β1 expression in ECs, we analyzed the changes of transcription factor in ECs using snRNA-seq data. 

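The regulon scores were not recomputed, because the motif databases they need were not used here. The transcripts of the factors themselves were counted in ECs instead, for the 5 regulons shown for each group. Of those shown for the control group, Klf12 had 809 UMIs in the control library and 606 in the PD-1 inhibitor library, a log2 ratio of -0.38 (-0.53 to -0.22). Ep300 had 438 and 382 UMIs, and its log2 ratio of -0.16 (-0.36 to 0.04) did not leave counting error. Phf8 had 147 and 102 UMIs, a log2 ratio of -0.48 (-0.87 to -0.11). Fos fell from 785 UMIs to 69, a log2 ratio of -3.46 (-3.84 to -3.11). Its fall was not one of ECs alone, with a log2 ratio of -3.12 in cardiomyocytes. In ECs, 663 of its control UMIs lay in the largest cluster. Of those shown for the PD-1 inhibitor group, Gata2 rose from 533 UMIs to 673, a log2 ratio of 0.38 (0.21 to 0.54), and Gata6 rose from 691 to 865, a log2 ratio of 0.36 (0.22 to 0.51). Yy1 had 346 and 385 UMIs, with a log2 ratio of 0.19 (-0.02 to 0.41), and Srebf1 had 216 and 217, with a log2 ratio of 0.05 (-0.23 to 0.33). Pparg was lower in the PD-1 inhibitor library, with 415 and 247 UMIs and a log2 ratio of -0.71 (-0.94 to -0.48). Among the alternatives, thinning moved this family most, with a log2 ratio of -4.00 for Fos. Pparg ran from -1.08 without the nuclei of fewer than 500 genes to -0.28 when both libraries were given the same mix of EC clusters. The genes lie on chromosome 14 (Klf12), 15 (Ep300), X (Phf8), 12 (Fos), 6 (Gata2 and Pparg), 18 (Gata6) and 11 (Srebf1). Log2 ratios in ECs fell with gene length over all genes, and genes of at least 83.198 kb had a median of -0.17. Klf12, Phf8 and Pparg are that long, at 414048, 113188 and 129449 bp. Fos, at 3384 bp, fell against this trend. The factors were not set beside genes of like length. For those other than Fos, a change of the factor itself thus cannot be told apart from the trend.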

The top 5 regulons with the highest regulon specificity scores (RSS) in the control group and the PD-1 inhibitor group, respectively, are shown in Figures 4A, B. Notably, there was a significant reduction in RSS of TCF12 regulon in PD-1 inhibitor–treated ECs (Figure 4B), indicating the activity of TCF12 was reduced by PD-1 inhibitor. TCF12 is a transcription factor involved in the regulation of cell growth and differentiation (Yang et al., 2019). To determine if the reduced regulon activity of TCF12 is due to lower TCF12 expression, we investigated the impact of a PD-1 inhibitor on TCF12 levels. 

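Tcf12 (ENSMUSG00000032228) spans 269.184 kb on the minus strand of chromosome 9, from 71842688 to 72111871. ECs held 1631 Tcf12 UMIs in the control library and 1190 in the PD-1 inhibitor library. This is 551 CPM (525 to 578) and 414 CPM (390 to 438), a log2 ratio of -0.41 (-0.52 to -0.31). A Tcf12 UMI was present in 33.6% of control ECs and 28.4% of PD-1 inhibitor ECs, and in 20.5% and 16.6% after thinning. In cardiomyocytes, 22.5% and 16.1% of nuclei had one. Over 12 alternatives the log2 ratio in ECs ran from -0.44 to -0.34, and the value that moved most, -0.34, was reached when both libraries were given the same mix of EC clusters. Within the EC clusters it was -0.16 in the largest, -0.49 in the next, -0.64 in the cluster led by Mmrn1, 0.11 in the cluster led by Sema3g and -1.14 in the cluster led by Wnt9b. The log2 ratio was -0.32 (-0.54 to -0.10) in cardiomyocytes, -0.12 (-0.24 to -0.00) in fibroblasts, -0.23 (-0.42 to -0.04) in MPs, -0.31 (-0.57 to -0.06) in mural cells and -0.29 (-0.54 to -0.05) in mesothelial cells. With at most 5% mitochondrial UMIs the ratio in fibroblasts was 0.06. In adipocytes it was -0.62 (-1.27 to -0.07), from 271 and 27 UMIs, and 0.25 after thinning. T cells, at -0.31 (-0.74 to 0.10), B cells, at -0.45 (-1.11 to 0.14), and glial cells, at 0.87 (-0.54 to 2.16) from 14 and 9 UMIs, did not leave counting error. Long genes were lower in the PD-1 inhibitor library as a group, so Tcf12 was set beside genes of like expression and length. In ECs its log2 ratio lay at percentile 9.50 among 747 genes of like expression, and at percentile 18.5 among 432 genes of like expression and length, whose median was -0.20. Matched in the same way on expression and length, it lay at percentile 57.9 in cardiomyocytes, 69.6 in fibroblasts and 53.3 in MPs. In these types the fall of Tcf12 was thus no larger than the median of like genes. It lay at 32.6 in mural cells, 40 in T cells and 7.57 in mesothelial cells.

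**Figure D3:**
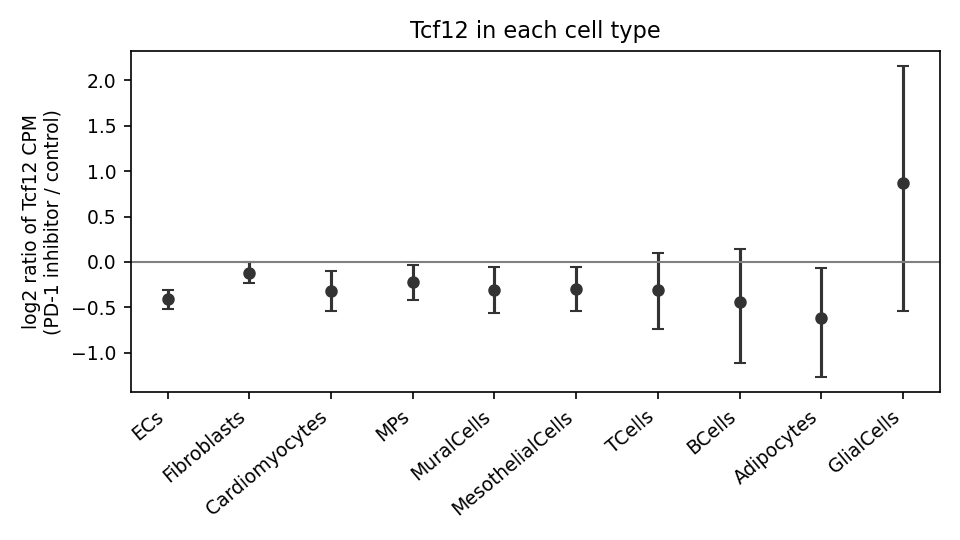
Log2 ratio of Tcf12, PD-1 inhibitor over control, in each cell population, with bars for the 95% counting interval. The value is -0.41 in ECs and lies below 0 in every population but glial cells.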

By analyzing snRNA-seq data, we observed a decrease in TCF12 expression following PD-1 inhibitor treatment across various heart cell types, including ECs (Figures 4C, D). This finding was further validated by qRT-PCR and Western blot analyses (Figures 4E, F). Studies have demonstrated that TCF12 can regulate TGF-β2 and contribute to melanoma tumorigenesis (Tian et al., 2023). However, there are no reports investigating the relationship between TCF12 and TGF-β1. Therefore, we experimentally investigated whether TCF12 binds to the promoter regions of TGF-β1 using a ChIP assay. TCF12 immunoprecipitates were found to be highly enriched in the TGF-β1 promoter region, and PD-1 inhibitor treatment resulted in a significant decrease in this binding (Figure 4G). To assess the regulatory function of TCF12 on TGF-β1, we overexpressed TCF12 using plasmid in PD-1 inhibitor-treated HCAECs and confirmed successful overexpression (Figures 4H, I). Results from qRT-PCR and Western blot analyses indicated that TCF12 overexpression effectively counteracted the inhibitory effect of the PD-1 inhibitor on TGF-β1 expression (Figures 4J, K) and secretion (Figure 4L) in HCAECs. Furthermore, the decreased level of p-Smad2/3 induced by the PD-1 inhibitor was also reversed following TCF12 overexpression (Figure 4M).

**FIGURE 4:**
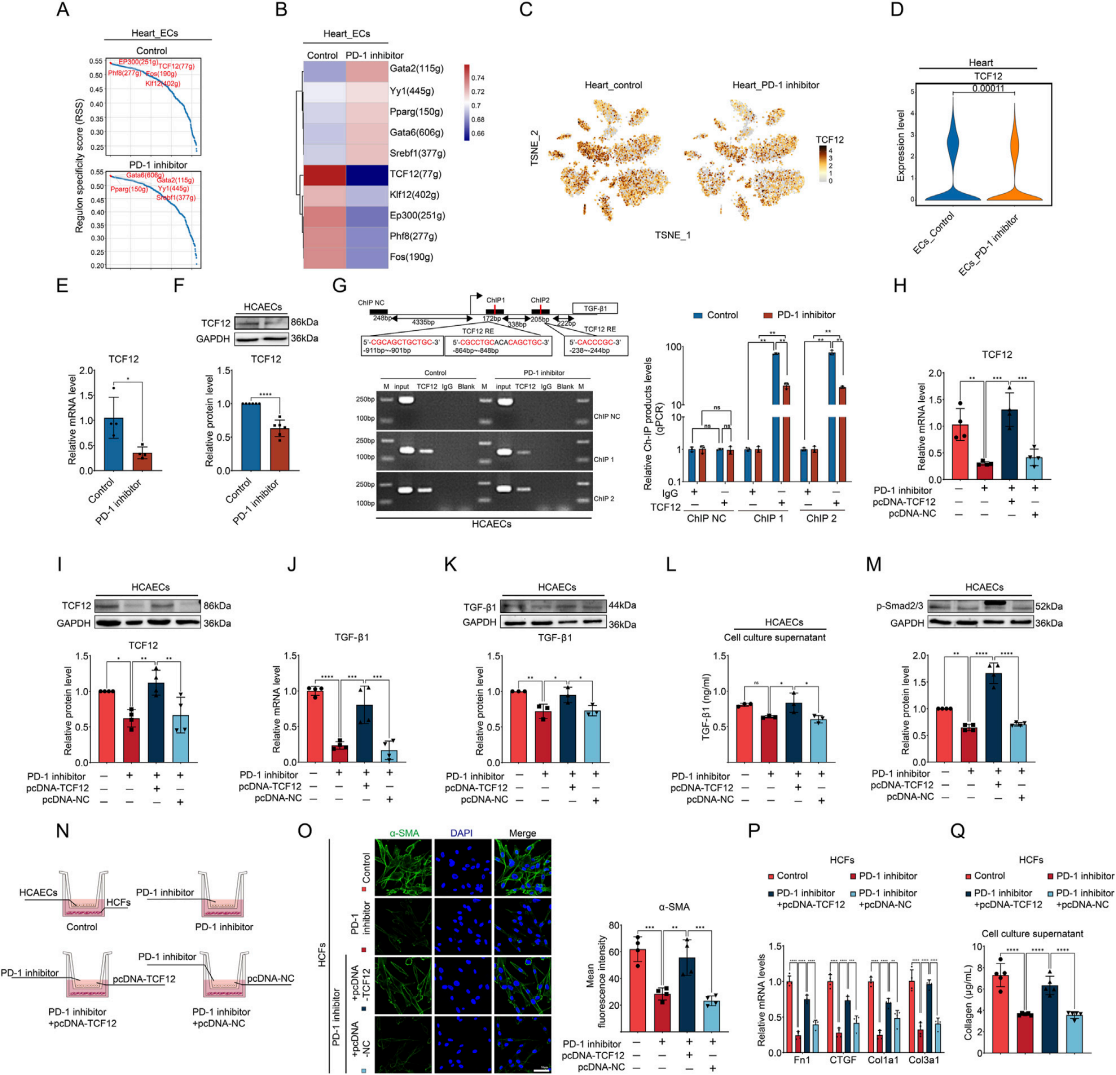
PD-1 inhibitor decreases TGF-β1 expression by reducing TCF12 in ECs. **(A, B)** Top 5 regulons with the highest regulon specificity scores (RSS) in cardiac ECs from control and PD-1 inhibitor-treated mouse hearts. **(C)** t-distributed stochastic neighbor embedding (t-SNE) plot showed the expression of TCF12 in different cell clusters in mouse heart. **(D)** Violin plot showed TCF12 levels in cardiac ECs from control and PD-1 inhibitor-treated hearts. **(E)** Quantification of TCF12 mRNA level in HCAECs using qRT-PCR. n = 4. **(F)** Quantification of TCF12 protein level in HCAECs using Western blot. n = 6. **(G)** Schematic diagram of the two putative binding elements of TCF12 within the TGF-β1 promoter region. TCF12-binding sites within the TGF-β1 promoter were detected in HCAECs by ChIP assay. n = 3. **(H)** Quantification of TCF12 mRNA level in HCAECs using qRT-PCR. n = 4. **(I)** Quantification of TCF12 protein level in HCAECs using Western blot. n = 4. **(J)** Quantification of TGF-β1 mRNA level in HCAECs using qRT-PCR. n = 4. **(K)** Quantification of TGF-β1 protein level in HCAECs using Western blot. n = 3. **(L)** Measurement of the TGF-β1 level in cell culture supernatant of HCAECs using ELISA. n = 3. **(M)** Quantification of p-Smad2/3 protein level in HCAECs using Western blot. n = 4. **(N)** Schematic diagram of the transwell co-culture system of HCAECs and HCFs. **(O)** Representative immunofluorescence images and quantification of the fluorescence intensity of α-SMA (green) in HCFs that co-cultured with HCAECs. Blue stands for DAPI. n = 4. Scale bar: 50 μm. **(P)** Quantification of Fn1, CTGF, Col1a1, and Col3a1 mRNA levels in HCFs that co-cultured with HCAECs using qRT-PCR. n = 4. **(Q)** Measurement of the collagen content in cell culture supernatant of HCFs that co-cultured with HCAECs. n = 5. *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001.

To investigate whether TCF12 overexpression in HCAECs could counteract the effects of the PD-1 inhibitor on EC-CF crosstalk, we performed cell co-culture experiments using the Transwell system (Figure 4N). Compared to HCFs co-cultured with PD-1 inhibitor-treated HCAECs, HCFs co-cultured with HCAECs treated with both the PD-1 inhibitor and TCF12 overexpression plasmid showed significantly increased activity, evidenced by increased α-SMA expression (Figure 4O), collagen synthesis-related gene expression (Figure 4P), and collagen secretion (Figure 4Q). These results suggest that PD-1 inhibitor affects EC-CF crosstalk and fibroblast activity by modulating TCF12/TGF-β1 axis in ECs.

### 3.5 PD-1 inhibitor induces EndMT in ECs

EndMT has been found to cause ECs to secrete collagen by transforming into EndMT-derived fibroblasts in the heart. Therefore, we generated an idea that PD-1 inhibitor may promote perivascular fibrosis through inducing EndMT. To investigate this, we performed immunofluorescence staining to examine EndMT markers (endothelial marker CD31 and mesenchymal marker α-SMA) in heart. The results showed that CD31^+^α-SMA^+^ cells were prominent in the coronary artery intima in the PD-1 inhibitor group, whereas such double-positive cells were rarely detectable in the control group (Figure 5A), indicating EndMT occurred in PD-1 inhibitor-treated heart. Furthermore, following PD-1 inhibitor treatment, HCAECs transitioned from a cobblestone-like endothelial phenotype to a spindle-shaped mesenchymal phenotype (Figure 5B). Wound healing assay demonstrated enhanced migratory ability of HCAECs after PD-1 inhibitor treatment (Figure 5C). Additionally, as shown in Figures 5D, E, Western blot and qRT-PCR analyses revealed that PD-1 inhibitor significantly reduced the expression of endothelial markers (CD31 and VE-cadherin) while upregulating the expression of mesenchymal markers (α-SMA and Vimentin) in both mouse heart and HCAECs. Immunofluorescence staining further confirmed that PD-1 inhibitor-treated HCAECs underwent EndMT (Figure 5F). Collectively, these results indicate that PD-1 inhibitor induces EndMT in ECs, which may be responsible for the increased perivascular collagen deposition observed in PD-1 inhibitor-treated hearts.

**FIGURE 5:**
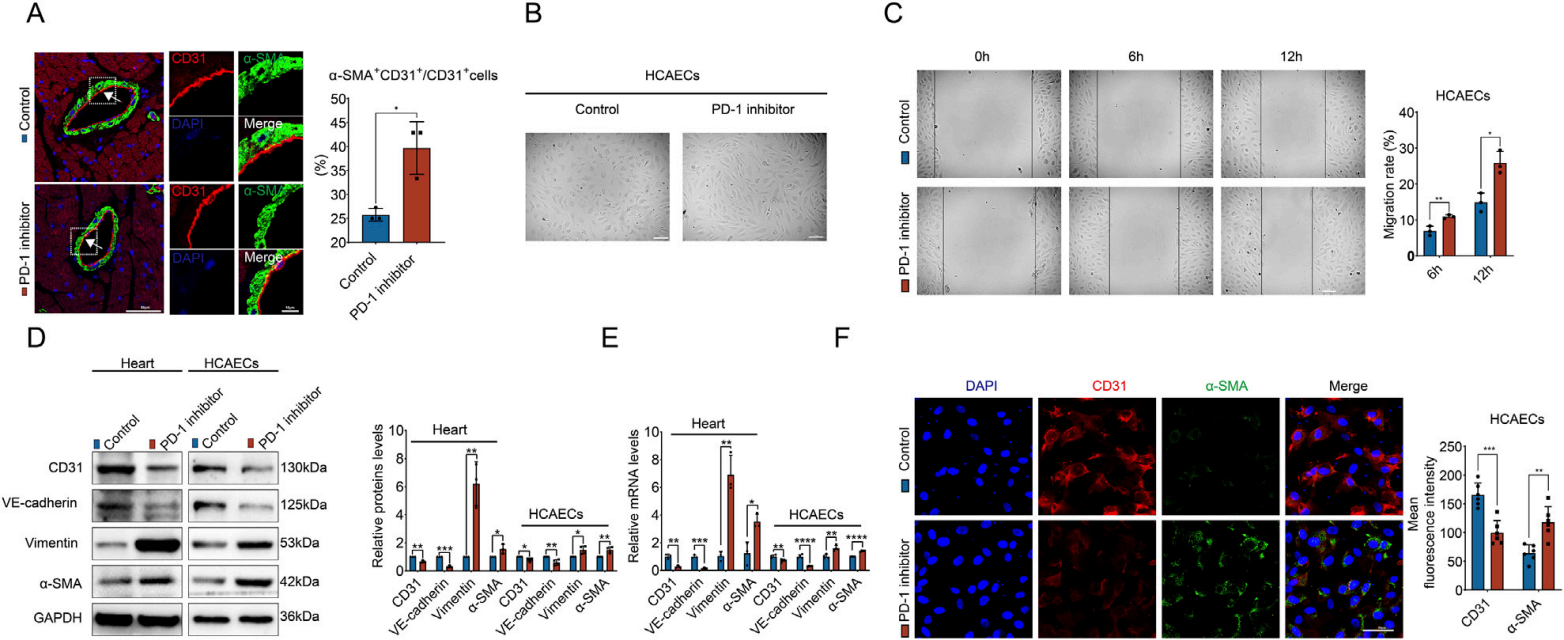
PD-1 inhibitor induces EndMT in ECs. **(A)** Representative immunofluorescence images of CD31 (red) and α-SMA (green) in mouse heart, and quantification of the percentage of α-SMA^+^CD31^+^ cells relative to CD31^+^ cells. Blue stands for DAPI. n = 3. Scale bars: 50 μm and 10 μm. **(B)** Representative images of cell morphology of HCAECs treated with PD-1 inhibitor or not. Scale bars: 100 μm. **(C)** Measurement of the migration of HCAECs by wound healing assay. n = 3. Scale bar: 100 μm. **(D)** Quantification of protein levels of EndMT-related markers (CD31, VE-cadherin, Vimentin, and α-SMA) in mouse hearts and HCAECs using Western blot. n = 3–4. **(E)** Quantification of mRNA levels of EndMT-related markers (CD31, VE-cadherin, Vimentin, and α-SMA) in mouse hearts and HCAECs using qRT-PCR. n = 3–4. **(F)** Representative immunofluorescence images and quantification of the fluorescence intensity of CD31 (red) and α-SMA (green) in HCAECs. Blue stands for DAPI. n = 6. Scale bar: 50 μm *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001.

### 3.6 PD-1 inhibitor-induced endothelial dysfunction is associated with ROS accumulation

From the above findings, it can be seen that PD-1 inhibitor primarily acts on cardiac ECs, affecting EC-CF communication and EndMT. Therefore, we want to further explore the reasons behind the effects of PD-1 inhibitor on ECs. We made KEGG pathway analysis of differently expressed genes (DEGs) in cardiac ECs based on the snRNA-seq data. 

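Differentially expressed genes were not called, since nuclei of 1 library per condition are not replicates. The log2 ratio was computed for the 10692 genes with at least 50 UMIs in ECs of both libraries together, and its median was 0.01. Genes are named by size among those with at least 200 UMIs. The highest log2 ratios were those of Adh1, at 1.28 (1.07 to 1.50) from 250 and 592 UMIs, Colec11, at 1.23 (0.94 to 1.54), Inhba, at 1.16 (0.98 to 1.34), Ephx2, at 1.14 (0.90 to 1.39), and Mgst1, at 1.07 (0.83 to 1.31). The lowest was that of Fos, given with the transcription factors. Ccn1 followed at -2.50 (-2.70 to -2.32), from 1560 and 267 UMIs, then Egr1 at -2.42 (-2.71 to -2.14), Gm47283 at -2.38 (-2.79 to -2.00) and Nr4a1 at -1.76 (-2.06 to -1.46). Fos, Egr1 and Nr4a1 belong to the list of immediate early genes. The median of this list was -0.75 in ECs and in fibroblasts, -0.44 in MPs and -0.03 in cardiomyocytes. Gm47283 lies on chromosome Y from 90784738 to 90816464, beside the region that the X chromosome shares, so its count is uncertain. Over all genes, the log2 ratio in ECs fell with gene length (Spearman's rho across genes, which are not independent replicates, -0.37). The median was 0.22 in the shortest 20% of genes and -0.17 in the longest 20%.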

KEGG pathway analysis on the downregulated genes revealed significant enrichment in pathways related to focal adhesion and adherens junction (Figure 6A). These pathways play critical roles in maintaining cellular structure and function, and they are intricately involved in the process of EndMT (Ciszewski et al., 2021). 

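Lists of genes for each pathway were written from general knowledge, since the KEGG files were not used here. A list's median log2 ratio was set beside 10000 random lists of the same size and of like expression, as a description of these libraries and not as a test. Of 196 names for focal adhesion, 195 were found and 148 had enough UMIs in ECs. Their median log2 ratio was -0.13 (-0.16 to -0.08), with 95 genes lower and 53 higher, at percentile 0.05 of the random lists. Among its genes with the lowest log2 ratios, Pdgfd (chromosome 9, 6168584 to 6378850) was at -0.68 (-0.79 to -0.57), and Vav3 was at -0.66 (-0.81 to -0.52). Of 74 names for adherens junction, 73 were found and 62 had enough UMIs. Their median was -0.06 (-0.13 to -0.03), with 37 genes lower and 25 higher, at percentile 21.8, so over all ECs this list did not stand apart from random lists. By EC cluster, which was looked at after the values were seen, its median was -0.16 in the largest, with 37 genes lower and 21 higher, at percentile 0.05, and from -0.00 to 0.04 in the other 4, at percentiles from 41.0 to 77.4. That of focal adhesion was -0.11 in the largest, at percentile 0.05, and from -0.09 to 0.02 in the other 4, at percentiles from 17.2 to 68.0. Its genes named by size were Ptprm, at -0.58 (-0.67 to -0.50), Smad2, at -0.48 (-0.74 to -0.22), and Fyn, at -0.42 (-0.59 to -0.25). With random lists matched on gene length as well, focal adhesion lay at percentile 0.27 and adherens junction at percentile 69.4. Within the largest EC cluster they lay at 0.30 and 0.94, and in the other 4 from 20.9 to 65.4 and from 50.1 to 98.5. Over all ECs, this alternative moved the place of the adherens junction list most.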

EndMT are characterized by a phenotypic switch involving the breakdown of both focal adhesions and adherens junctions, allowing ECs to detach from their neighbors and the extracellular matrix, thereby migrating and invading surrounding tissues (Alvandi and Bischoff, 2021; Wiktorska et al., 2023). Therefore, this result supports our finding that PD-1 inhibitor induces EndMT in ECs. KEGG pathway analysis on the upregulated genes revealed that the oxidative phosphorylation pathway was significantly enriched (Figure 6A). 

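The nuclear-encoded list of oxidative phosphorylation held 126 names, all of which were found, and 108 had enough UMIs in ECs. Their median log2 ratio was 0.35 (0.31 to 0.39), with 90 genes higher and 18 lower, above all 10000 random lists of like expression. It was also above all random lists of like expression and length. The genes named by size were Ndufc1, at 0.79 (0.55 to 1.04), Ndufa7, at 0.74 (0.54 to 0.95), and Cox6a2, at 0.74 (0.58 to 0.90). Cox6a2 was also a leading gene of the cardiomyocyte cluster led by Acta1, Ckm and Mb. Transcripts abundant in cardiomyocytes, a list that includes Cox6a2, had a median of 0.24 in ECs. RNA from cardiomyocytes thus cannot be told apart from a change within ECs for this gene. The mitochondrially encoded list, with 8 genes, had a median of 0.32 (0.28 to 0.38), at percentile 99.8 for expression and 67.8 for expression and length. The genes mt-Nd3, mt-Nd5 and mt-Nd2 were at 0.64, 0.48 and 0.38. The alternative that moved the nuclear-encoded list most was thinning, with a median of 0.40. Ribosomal protein genes, taken as a second list of short and abundant transcripts, had a higher median of 0.54 (0.47 to 0.57) over 72 of 85 genes, with Rps9, Rps20 and Rpl37 at 0.79, 0.79 and 0.78. The nuclear-encoded oxidative phosphorylation list was also higher in other populations, with a median of 0.45 in cardiomyocytes, 0.32 in fibroblasts, 0.29 in MPs, 0.31 in mural cells and 0.09 in mesothelial cells, against 0.03 in T cells. The paper states, citing earlier work, that overactivation of oxidative phosphorylation can increase ROS, and hypothesizes that ROS accumulation might lie behind the endothelial dysfunction.

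**Figure D4:**
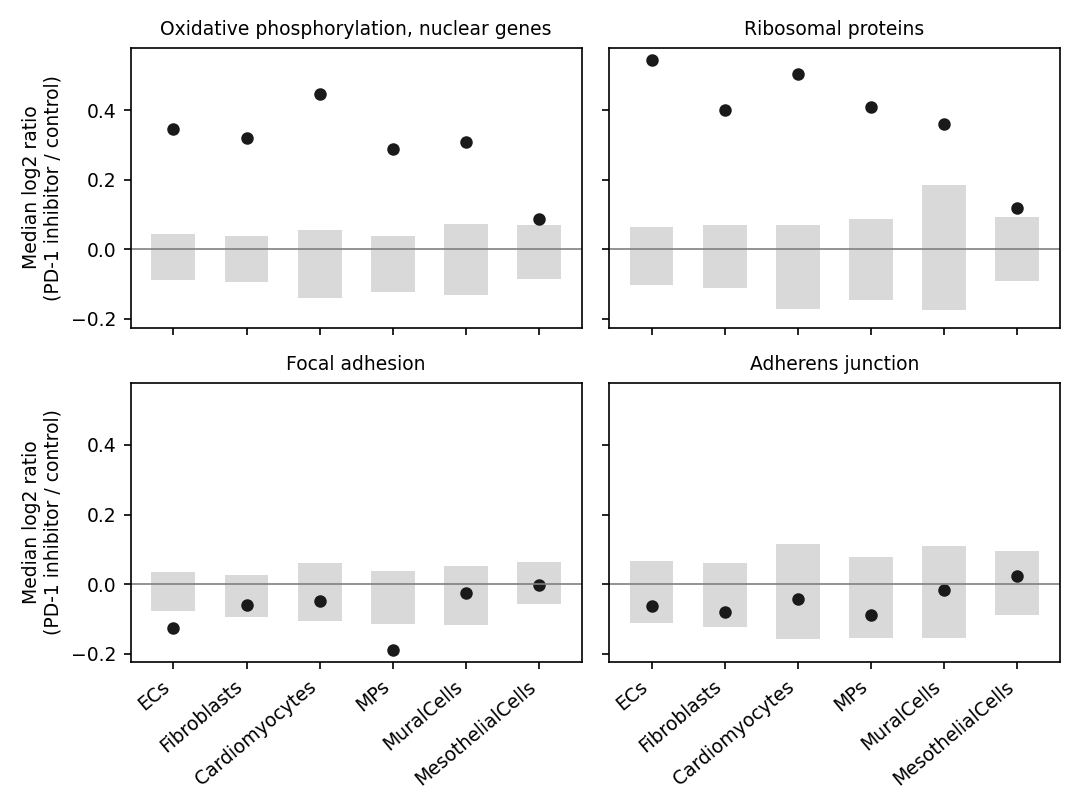
Median log2 ratio of each gene list, PD-1 inhibitor over control, in 6 cell populations, with grey bars for the middle 95% of random lists of like expression. In ECs the points lie at 0.35 for nuclear-encoded oxidative phosphorylation, 0.54 for ribosome, -0.13 for focal adhesion and -0.06 for adherens junction.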

The overactivation of oxidative phosphorylation can lead to an increase in ROS, which acts as a damaging factor to ECs (Sobierajska et al., 2022; Thuan et al., 2018). Therefore, we hypothesized that ROS accumulation might be responsible for the PD-1 inhibitor-induced endothelial dysfunction. To test this hypothesis, we first used DHE staining to detect ROS levels within cells. The results showed that the PD-1 inhibitor significantly increased ROS and MDA levels (Figures 6B, C) and decreased the activity of the antioxidant enzyme SOD in HCAECs (Figure 6D), indicating that the PD-1 inhibitor caused ROS accumulation and oxidative stress in ECs. Next, we used the ROS inhibitor NAC to assess whether ROS scavenging could reverse PD-1 inhibitor-induced EndMT. As shown in Figures 6E–G, the addition of NAC successfully inhibited ROS accumulation and oxidative stress induced by the PD-1 inhibitor. Importantly, the addition of NAC reversed PD-1 inhibitor-induced EndMT, as evidenced by increased expression of endothelial markers and decreased expression of mesenchymal markers in the NAC treatment group (Figures 6H–J). The wound healing assay confirmed that NAC treatment reversed the increased cell migratory ability induced by PD-1 inhibitor (Figure 6K). Overall, these results indicate that PD-1 inhibitor induces endothelial dysfunction via causing ROS accumulation.

**FIGURE 6:**
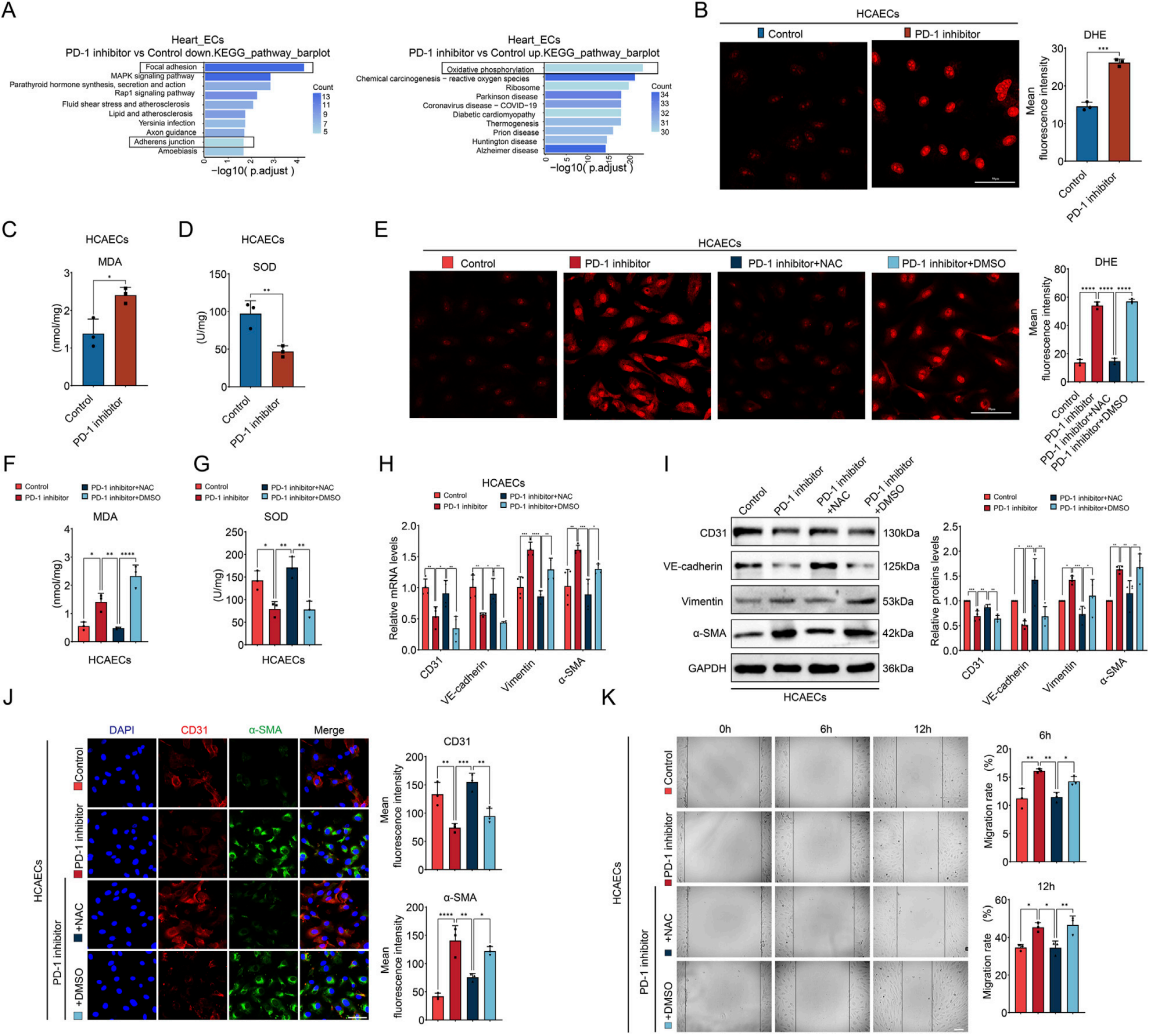
PD-1 inhibitor-induced endothelial dysfunction is associated with ROS accumulation. **(A)** The KEGG analysis of DEGs in ECs of mouse heart after treatment with PD-1 inhibitor. **(B)** Representative fluorescence images and quantification of the fluorescence intensity of DHE (red) in HCAECs. n = 3. Scale bar: 50 μm. **(C)** Measurement of the MDA content in HCAECs. n = 3. **(D)** Measurement of the SOD activity in HCAECs. n = 3. **(E)** Representative fluorescence images and quantification of the fluorescence intensity of DHE (red) in HCAECs. n = 3. Scale bar: 50 μm. **(F)** Measurement of the MDA content in HCAECs. n = 3. **(G)** Measurement of the SOD activity in HCAECs. n = 3. **(H)** Quantification of mRNA levels of EndMT-related markers (CD31, VE-cadherin, Vimentin, and α-SMA) in HCAECs using qRT-PCR. n = 4. **(I)** Quantification of protein levels of EndMT-related markers (CD31, VE-cadherin, Vimentin, and α-SMA) in HCAECs using Western blot. n = 4. **(J)** Representative immunofluorescence images and quantification of the fluorescence intensity of CD31 (red) and α-SMA (green) in HCAECs. Blue stands for DAPI. n = 3. Scale bar: 50 μm. **(K)** Measurement of the migration of HCAECs by wound healing assay. n = 3. Scale bar: 100 μm *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001.

### 3.7 NAC supplementation reverses PD-1 inhibitor-induced cardiac dysfunction and restores balanced collagen distribution

To further validate the effects of NAC supplementation on PD-1 inhibitor-induced cardiac dysfunction and imbalanced collagen distribution *in vivo*, we administered oral NAC (400 mg/kg/day in their drinking water) to mice. The results showed that NAC supplementation reversed the cardiac dysfunction caused by the PD-1 inhibitor (Figure 7A). Additionally, NAC supplementation also reversed the increased perivascular collagen distribution and reduced interstitial collagen distribution induced by the PD-1 inhibitor (Figure 7B; Supplementary Figures S2A, B). NAC supplementation mitigated the PD-1 inhibitor-induced ROS accumulation and oxidative stress (Figures 7C, D), as well as EndMT, as evidenced by the decreased number of CD31^+^α-SMA^+^ cells in the coronary artery intima in the PD-1 inhibitor + NAC group (Figure 7E). Immunofluorescence staining also revealed that the decreased expression of TCF12 in coronary artery intima induced by PD-1 inhibitor was also reversed by NAC supplementation (Figure 7F). In summary, we conclude that NAC supplementation can reverse PD-1 inhibitor-induced cardiac dysfunction and restore balanced cardiac collagen distribution. This effect is achieved by inhibiting EndMT and restoring TCF12 expression in cardiac ECs.

**FIGURE 7:**
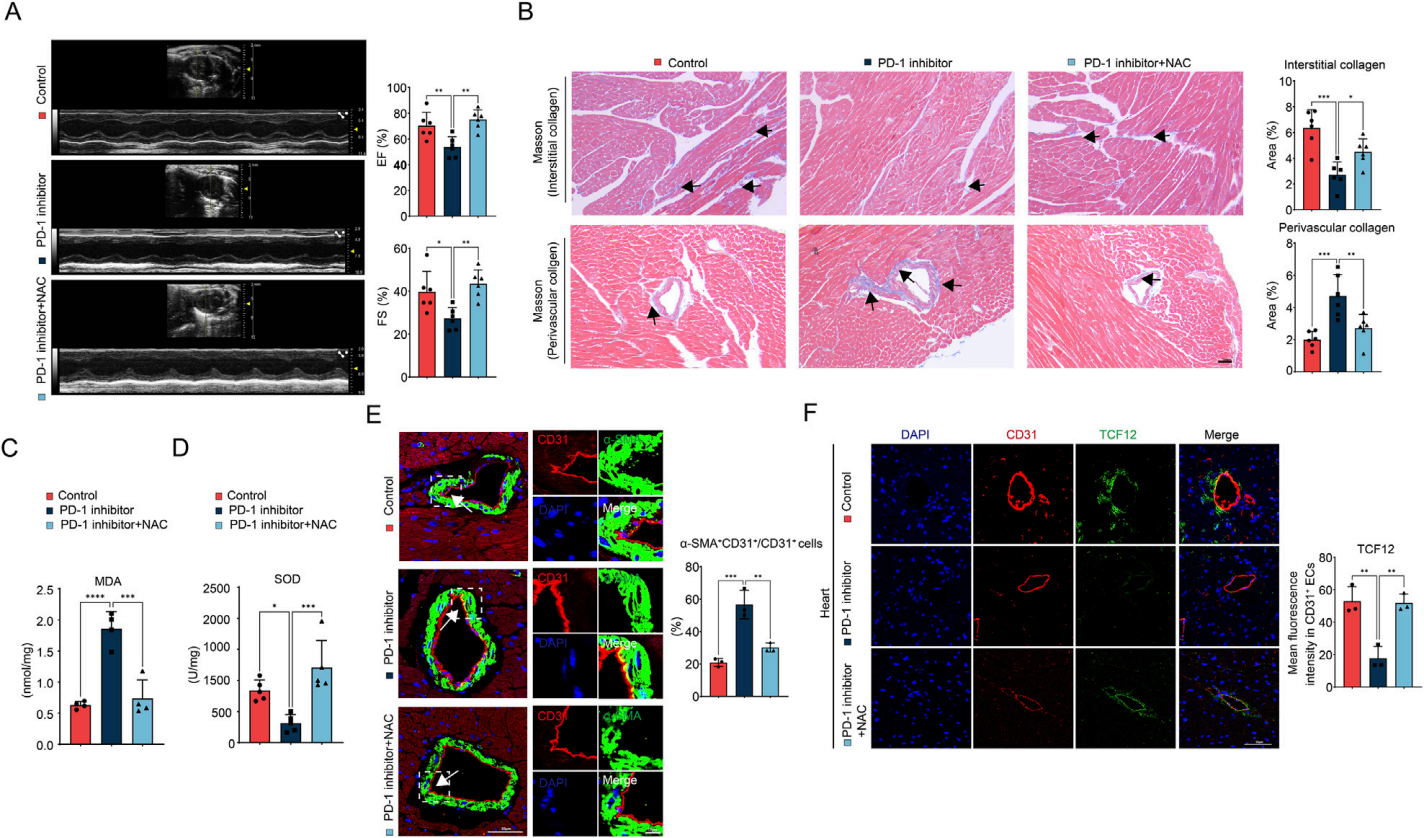
NAC supplementation ameliorates PD-1 inhibitor-induced cardiac dysfunction and imbalanced collagen distribution. **(A)** Representative echocardiography images and statistics of EF and FS of mouse heart. n = 6. **(B)** Representative images of Masson’s trichrome staining and quantification of the interstitial and perivascular collagen area of mouse heart. The black arrows indicate the region of collagen deposition. n = 6. Scale bar: 100 μm. **(C)** Measurement of the MDA content in mouse heart. n = 4. **(D)** Measurement of the SOD activity in mouse heart. n = 5. **(E)** Representative immunofluorescence images of CD31 (red) and α-SMA (green) in mouse heart and quantification of the percentage of α-SMA^+^CD31^+^ cells relative to CD31^+^ cells. Blue stands for DAPI. n = 3. Scale bar: 50 μm. **(F)** Representative immunofluorescence images of CD31 (red) and TCF12 (green) in mouse heart and quantification of the fluorescence intensity of TCF12 in CD31^+^ ECs. Blue stands for DAPI. n = 3. Scale bar: 50 μm *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001.

## 4 Discussion

Cancer immunotherapy, encompassing checkpoint inhibitors and adoptive cell therapy, harnesses the immune system to identify and target cancer cells (Kennedy and Salama, 2020). Compared to traditional radiotherapy and chemotherapy, immunotherapy exhibits reduced toxicity and fewer side effects. PD-1 inhibitors bind to the PD-1 receptor on T cells, reactivating them and enabling them to recognize and attack cancer cells. These inhibitors initially approved for the treatment of stage IV malignant melanoma, but are now successfully used in various cancers, such as non-small-cell lung cancer and lymphoma (Shiravand et al., 2022). However, along with the increased use, the incidence of cardiac immune-related adverse events (irAEs) has risen and become a social concern (Wu et al., 2024). A large variety of cardiotoxic events with manifestations such as myocarditis, heart failure, cardiomyopathy, heart block, and myocardial fibrosis were documented in PD-1 blocking immunotherapy (Liu et al., 2022). Once cardiotoxicity occurs, its fatality rate is extremely high (39.7%–50% for myocarditis) (Salem et al., 2018). Therefore, investigating early cardiac pathological changes and preventing severe complications induced by PD-1 inhibitors is extremely important. However, the understanding of the mechanism behind PD-1 inhibitor-induced cardiotoxicity is limited. Our research results revealed that cardiac function in mice significantly decreased 4 weeks after the first treatment of PD-1 inhibitor (two cycles), with reductions in both EF and FS, which is consistent with previous studies (Xia et al., 2020).

Myocardial fibrosis is characterized by an increase in extracellular matrix proteins, myocardial cell disarray, and heart structure remodeling (Russo and Frangogiannis, 2016). Myocardial fibrosis is frequently reported in clinical cases of ICI-induced cardiotoxicity. This fibrosis can occur alongside myocarditis, myocardial hypertrophy, or as an isolated finding without other associated myocardial changes (Heinzerling et al., 2016). Some cases of fibrosis occurring without myocarditis suggest that ICI may directly affect collagen distribution in the heart. However, compared to myocarditis, our understanding of the mechanisms underlying ICI-induced myocardial fibrosis is still very limited.

Surprisingly, our histological results revealed that PD-1 inhibitor did not induce simple myocardial fibrosis but led to an overall decrease in collagen content in the heart. However, collagen was not uniformly reduced; instead, there was decreased interstitial collagen deposition and increased perivascular collagen deposition, indicative of typical perivascular fibrosis and a deficiency in interstitial collagen. This phenomenon has not been reported yet. The cardiac interstitial collagen forms an extracellular matrix network in the heart that provides mechanical support to CMs, helping to maintain the stability and elasticity of myocardial tissue. Therefore, a reduction in cardiac interstitial collagen weakens its support for CMs, leading to impaired myocardial conduction and functional dysfunction. Perivascular collagen in the heart is primarily located near the vascular basement membrane and pericytes, maintaining the shape and elasticity of blood vessels. An increase in perivascular collagen can lead to vascular stiffness, which further impacts cardiac blood supply, ultimately resulting in decreased cardiac function. Therefore, this remodeling may be the pathological basis for the deterioration of cardiac function induced by PD-1 inhibitor, potentially leading to reduced cardiac compliance, impaired cardiac function, arrhythmia, heart failure, and sudden cardiac death.

Interestingly, we found that PD-1 inhibitor does not directly affect CFs, the main cells responsible for collagen secretion in the heart. Therefore, we focused on exploring the target cells of PD-1 inhibitor in the heart and their potential effects on CFs. In recent years, single-cell sequencing has been widely used and plays an important role in the study of cardiac collagen remodeling. For example, studies have revealed the key role of CTHRC1 in collagen deposition after myocardial infarction by single-cell sequencing (Ruiz-Villalba et al., 2020). There has also been progress in using single-cell sequencing to analyze key changes in ligand-receptor interactions between different fibroblast subtypes that drive cardiac collagen production in a diabetic mouse model (Li et al., 2023). In this study, we use snRNA-seq to explore the effects of PD-1 inhibitor on different cardiac cells. 

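For Pdcd1, T cells held 4 UMIs in the control library and 9 in the PD-1 inhibitor library, in 3 of 239 and 8 of 192 nuclei. The share of T cells with a Pdcd1 UMI was 1.26% (0.260 to 3.62) and 4.17% (1.82 to 8.04) at median depths of 846 and 880 UMIs, and 0.837% and 2.08% after thinning. B cells had 0 Pdcd1 UMIs in both libraries, which allows a share of up to 1.73% and 3.797%. Over both libraries together, Pdcd1 made up 30.0 CPM (16.0 to 51.3) in T cells, 0.514 (0.106 to 1.50) in ECs and 0.448 in cardiomyocytes. In fibroblasts and MPs together it had 0 of 7824499 UMIs, and the upper bound of the exact Poisson interval was 0.471 CPM. The rate in T cells exceeded that in ECs by more than counting error. All nuclei of the control library held 7 Pdcd1 UMIs and those of the PD-1 inhibitor library held 11.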

Through single gene mapping, we found that the expression of PD-1 in cardiac ECs was higher than that in other types of cells, indicating that PD-1 inhibitors may act on ECs and cause cardiotoxicity. ECs are the largest endocrine organs in the body and can influence the function of other cardiac cells, including CFs, through the secretion of cytokines (Kongpol et al., 2019; Li Y. et al., 2024). Cell communication analysis revealed that ligand-receptor interactions between ECs and CFs were altered by PD-1 inhibitor treatment. Specifically, three collagen synthesis-related ligand-receptor pairs—TGFβ1_EGFR, TGFβ1_TGFβR3, and TGFβ1_TGFβR1—were absent in the heart treated with the PD-1 inhibitor. Further experiments demonstrated that PD-1 inhibitor treatment downregulated TGF-β1 expression in cardiac ECs, resulting in reduced TGF-β1 secretion. When CFs were cultured in conditioned medium containing EC secretions, it was observed that ECs treated with the PD-1 inhibitor induced a decrease in collagen secretion by CFs. In contrast, directly treating CFs with the PD-1 inhibitor did not affect their collagen secretion. Therefore, the reduced secretion of TGF-β1 by ECs, which subsequently affects CFs, contributes to the decrease in cardiac interstitial collagen observed after PD-1 inhibitor administration.

Transcription factor TCF12, is a member of the basic Helix-Loop-Helix protein (bHLH) protein family, proven to play an important role in different developmental processes like neurogenesis, hematopoietic specification, and T cell development (Barndt et al., 2000; Mesman and Smidt, 2017). Recent studies have discovered that TCF12 is involved in tumorigenesis, such as inducing ferroptosis in oral squamous cell carcinoma (Liu et al., 2024) and promoting angiogenesis in osteosarcoma (Li W. et al., 2024); however, its role in cardiovascular diseases has been less explored. Our findings indicate that the PD-1 inhibitor-induced downregulation of TCF12 is responsible for the reduced secretion of TGF-β1 by ECs, with TGF-β1 being a direct transcriptional target of TCF12.

EndMT is a process where ECs lose their endothelial traits and acquire mesenchymal characteristics. This process involves the loss of endothelial markers like CD31 and VE-cadherin, a reduction in endothelial function like tube formation capability, and the gain of mesenchymal markers such as α-SMA and FSP1, along with mesenchymal functions like collagen secretion (Hall et al., 2024). Zeiberg et al. first identified EndMT in a myocardial fibrosis model induced by pressure overload, discovering that EndMT-derived myofibroblasts comprised 27%–35% of the fibrotic myocardium (Zeisberg et al., 2007). In this study, since perivascular fibroblasts may largely depend on EC-derived TGF-β and thus exhibit reduced collagen synthesis, the observed increase in perivascular collagen distribution induced by PD-1 inhibitor led us to consider the involvement of EndMT. Indeed, our results from both *in vivo* and *in vitro* experiments demonstrated that EndMT occurs upon PD-1 inhibitor administration. Therefore, the increase in perivascular collagen deposition is primarily attributed to enhanced collagen secretion from EndMT-transformed ECs.

Furthermore, we found that PD-1 inhibitor significantly activated oxidative phosphorylation pathway, and excessive activation of oxidative phosphorylation could induce the increase of ROS (Nolfi-Donegan et al., 2020). In this study, we found that the level of ROS in ECs was significantly increased by PD-1 inhibitor. NAC, a ROS inhibitor with antioxidant and anti-inflammatory activity, is a drug approved by food and drug administration (FDA) for acetaminophen overdose treatment and, more recently, as a mucolytic agent in respiratory diseases (Tenorio et al., 2021) and an adjunct medication for neurodegenerative diseases (Tardiolo et al., 2018). In some countries, NAC is widely available over-the-counter as a nutritional supplement. In this study, we proved that NAC supplementation in mice could reverse PD-1 inhibitor-induced cardiac dysfunction and restore balanced collagen distribution. NAC supplementation could inhibit PD-1 inhibitor-induced EndMT in cardiac ECs, and it could also reverse the decreased expression of TCF12 in ECs. Thus, by inhibiting EndMT and TCF12 downregulation, NAC alleviates both increased perivascular collagen deposition and decreased interstitial collagen, restores cardiac collagen distribution balance, and reverses the cardiac function decline caused by PD-1 inhibitor.

Notably, our study appears to reveal a contradiction between the decreased TGF-β production in ECs and the observed EndMT, as TGF-β is a major inducer of EndMT. Therefore, we suggest that ROS accumulation serves as the primary driver of EndMT in PD-1 inhibitor-treated ECs, independent of TGF-β upregulation. The specific pathways through which ROS induces EndMT in PD-1 inhibitor-treated ECs will be the focus of our future investigations. Additionally, since exosomes are small extracellular vesicles that play a pivotal role in cell-to-cell communication (Zhao et al., 2024), it is interesting to explore whether TGF-β1, as a mediator in EC-CF crosstalk, is transported through exosomes. It is also interesting to investigate whether other exosome-carried mRNA, non-coding RNAs (ncRNAs), lipids, or proteins are involved in PD-1 inhibitor-induced EC-CF crosstalk. Indeed, regarding PD-1 inhibitor-induced cardiotoxicity, Xia et al. has found that exosomes derived from PD-1 inhibitor-treated macrophages exerted a pro-senescent effect on cardiomyocytes, with miR-34a-5p identified as an exosomal transfer RNA (Xia et al., 2020). Therefore, we will investigate the involvement of exsomes in PD-1 inhibitor-induced cardiac collagen imbalance in our future research.

In summary, our study presents a previously unreported cardiotoxicity of PD-1 inhibitor: an imbalance in collagen distribution within the heart, characterized by decreased interstitial collagen deposition and increased perivascular collagen deposition. Mechanistically, PD-1 inhibitor targets cardiac ECs, leading to ROS accumulation, which causes weakened EC-CF crosstalk and EndMT occurrence. NAC supplementation effectively restores balanced collagen distribution and prevents cardiac dysfunction in PD-1 inhibitor-treated mice. These findings suggest that NAC supplementation could potentially be an effective clinical strategy to mitigate PD-1 inhibitor-induced cardiotoxicity.

## Data Availability

The datasets presented in this study can be found in an online repository. The name of the repository is https://www.ncbi.nlm.nih.gov/geo/ GSE284718.

# Supplementary material for: PD-1 inhibition disrupts collagen homeostasis and aggravates cardiac dysfunction through endothelial-fibroblast crosstalk and EndMT
**Source:** Front Pharmacol. 2025 Mar 17;16:1549487. doi: 10.3389/fphar.2025.1549487
**Supplement:** Supplementary file 1

Supplementary Material

PD-1 inhibition disrupts collagen homeostasis and aggravates cardiac dysfunction through endothelial-fibroblast crosstalk and EndMT

Zejin Zhang, Zhenzhen Yan, Tao Yuan, Xiaona Zhao, Minghui Wang, Guoqing Liu, Lijun Gan, Wei Qin

**
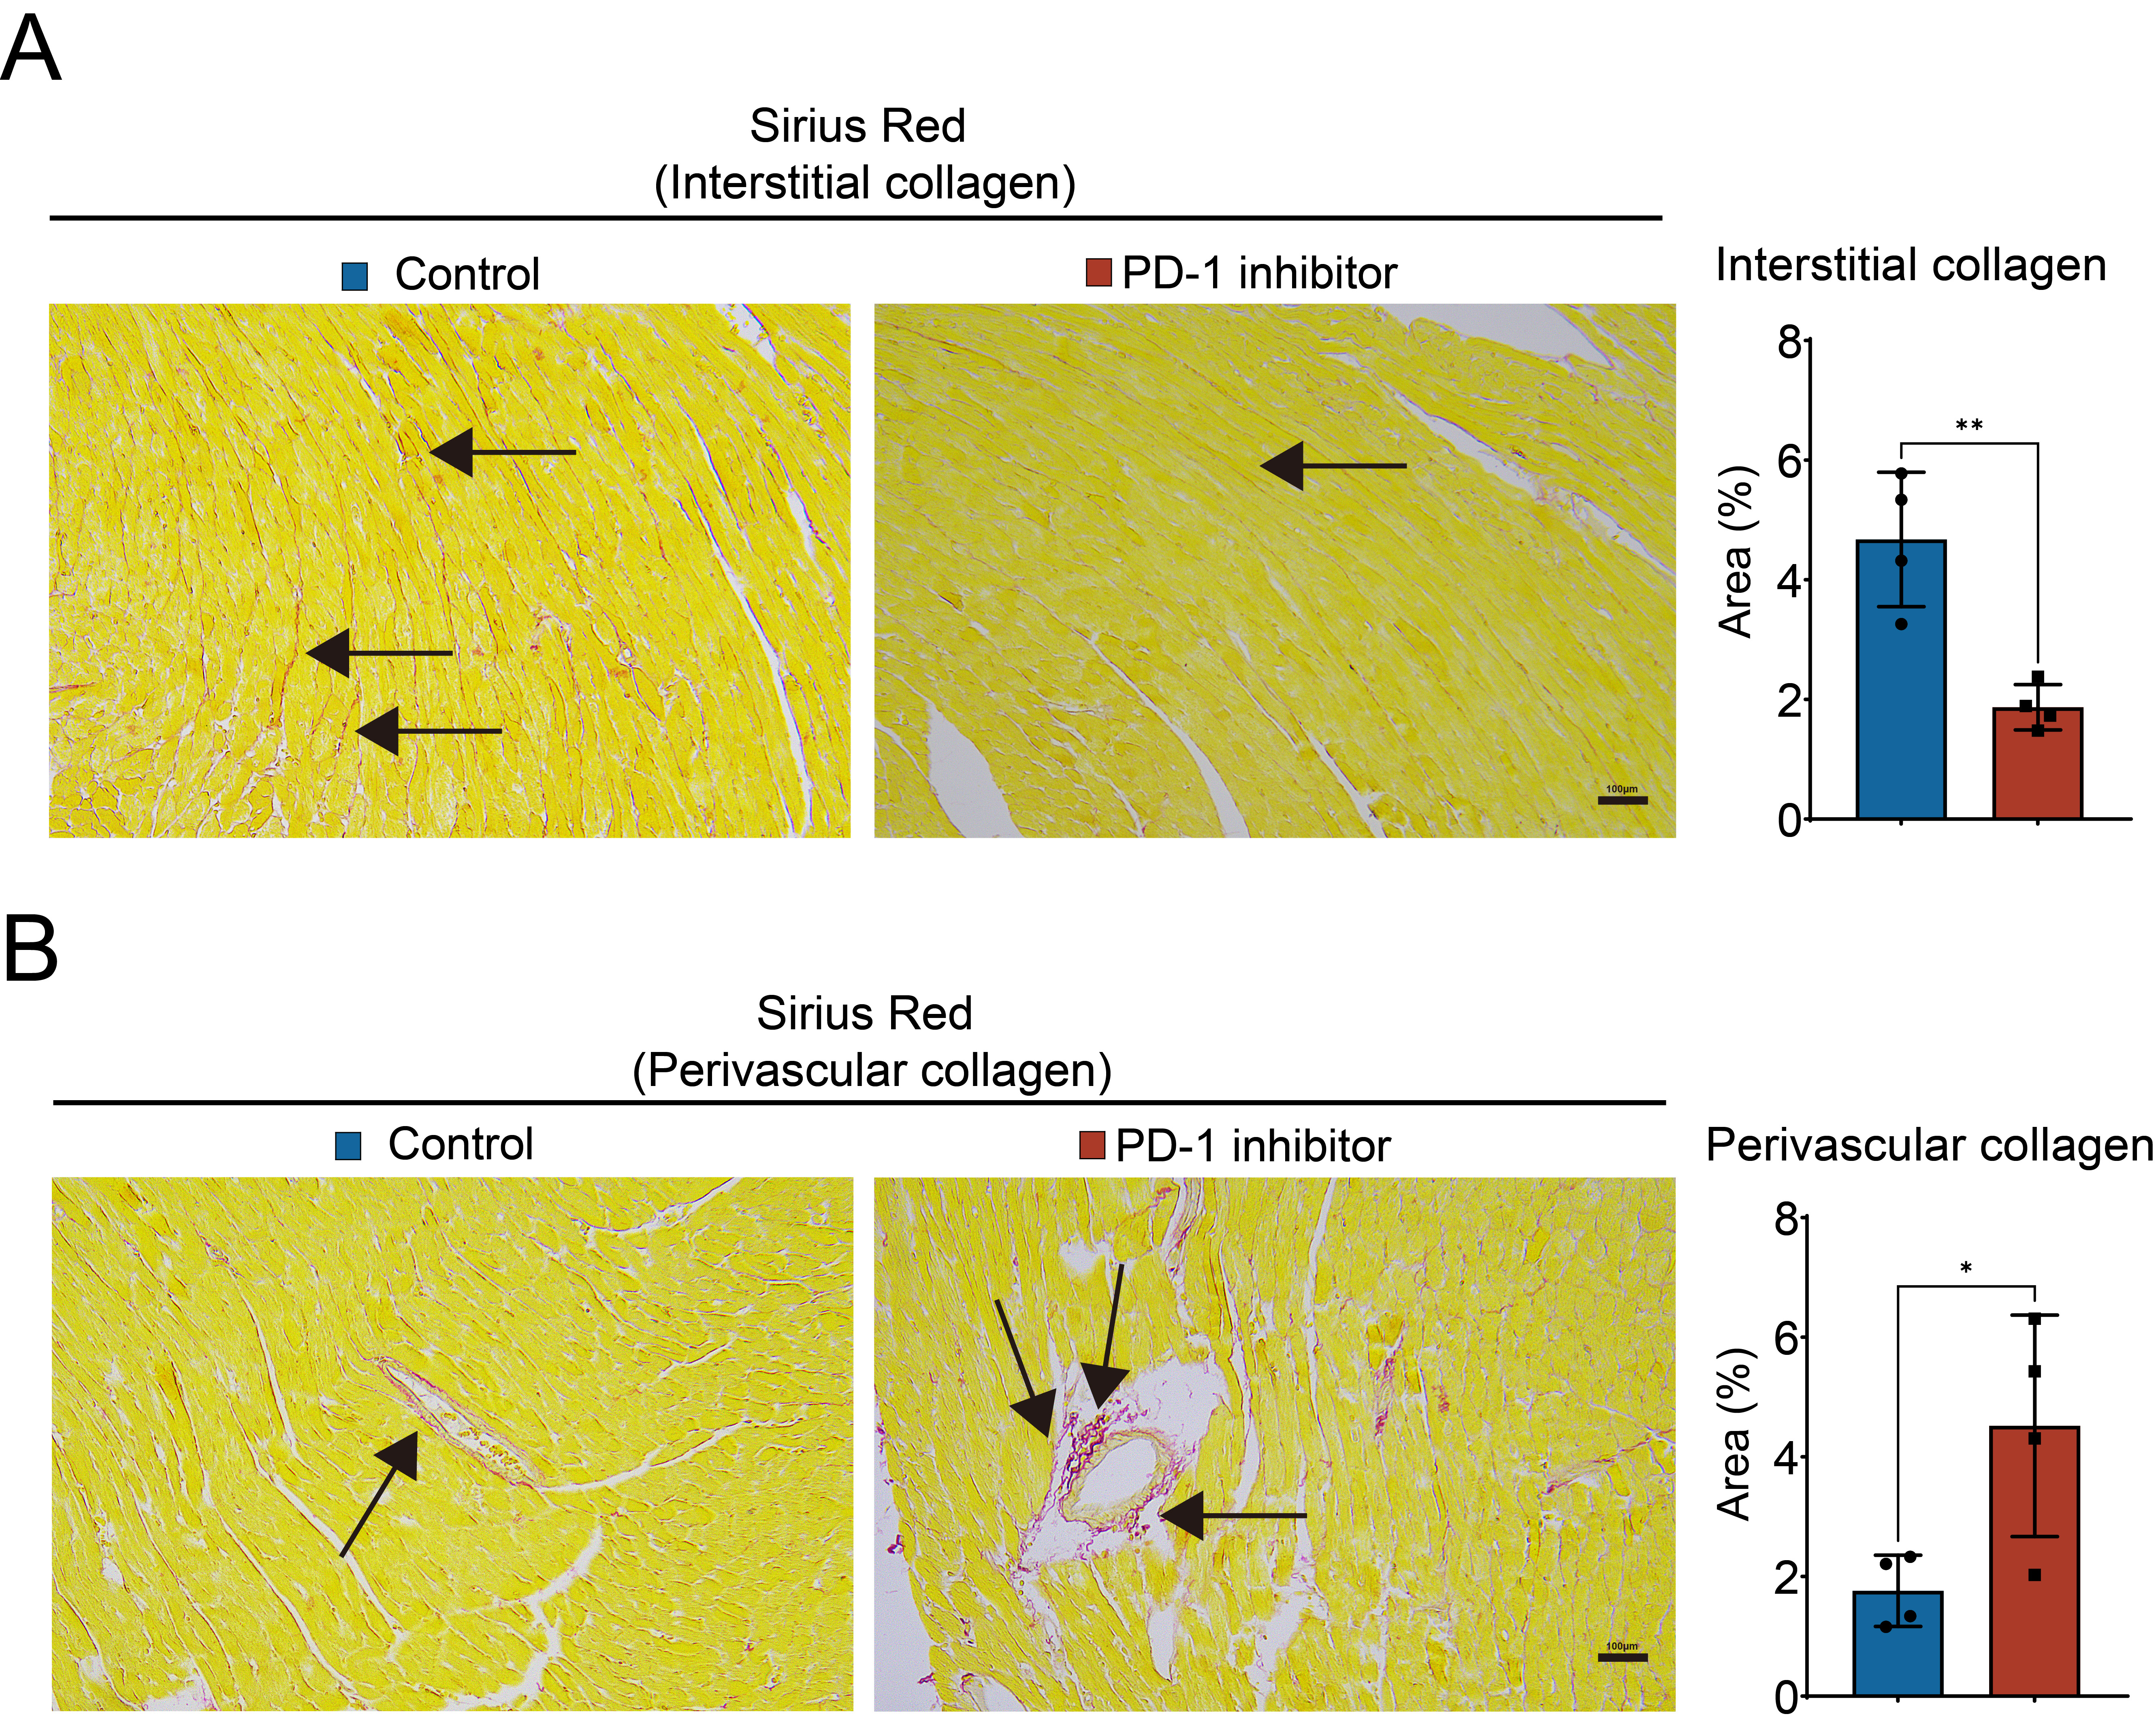
**

**Supplementary Figure 1 PD-1 inhibitor induces imbalanced collagen distribution in heart detected by Sirius Red staining. A** Representative images of Sirius Red staining and quantification of the interstitial collagen area of mouse heart. The black arrows indicate the region of collagen deposition. n=4. Scale bar: 100 μm. **B** Representative images of Sirius Red staining and quantification of the perivascular collagen area of mouse heart. The black arrows indicate the region of collagen deposition. n=4. Scale bar: 100 μm. **p*<0.05, ***p*<0.01.

**
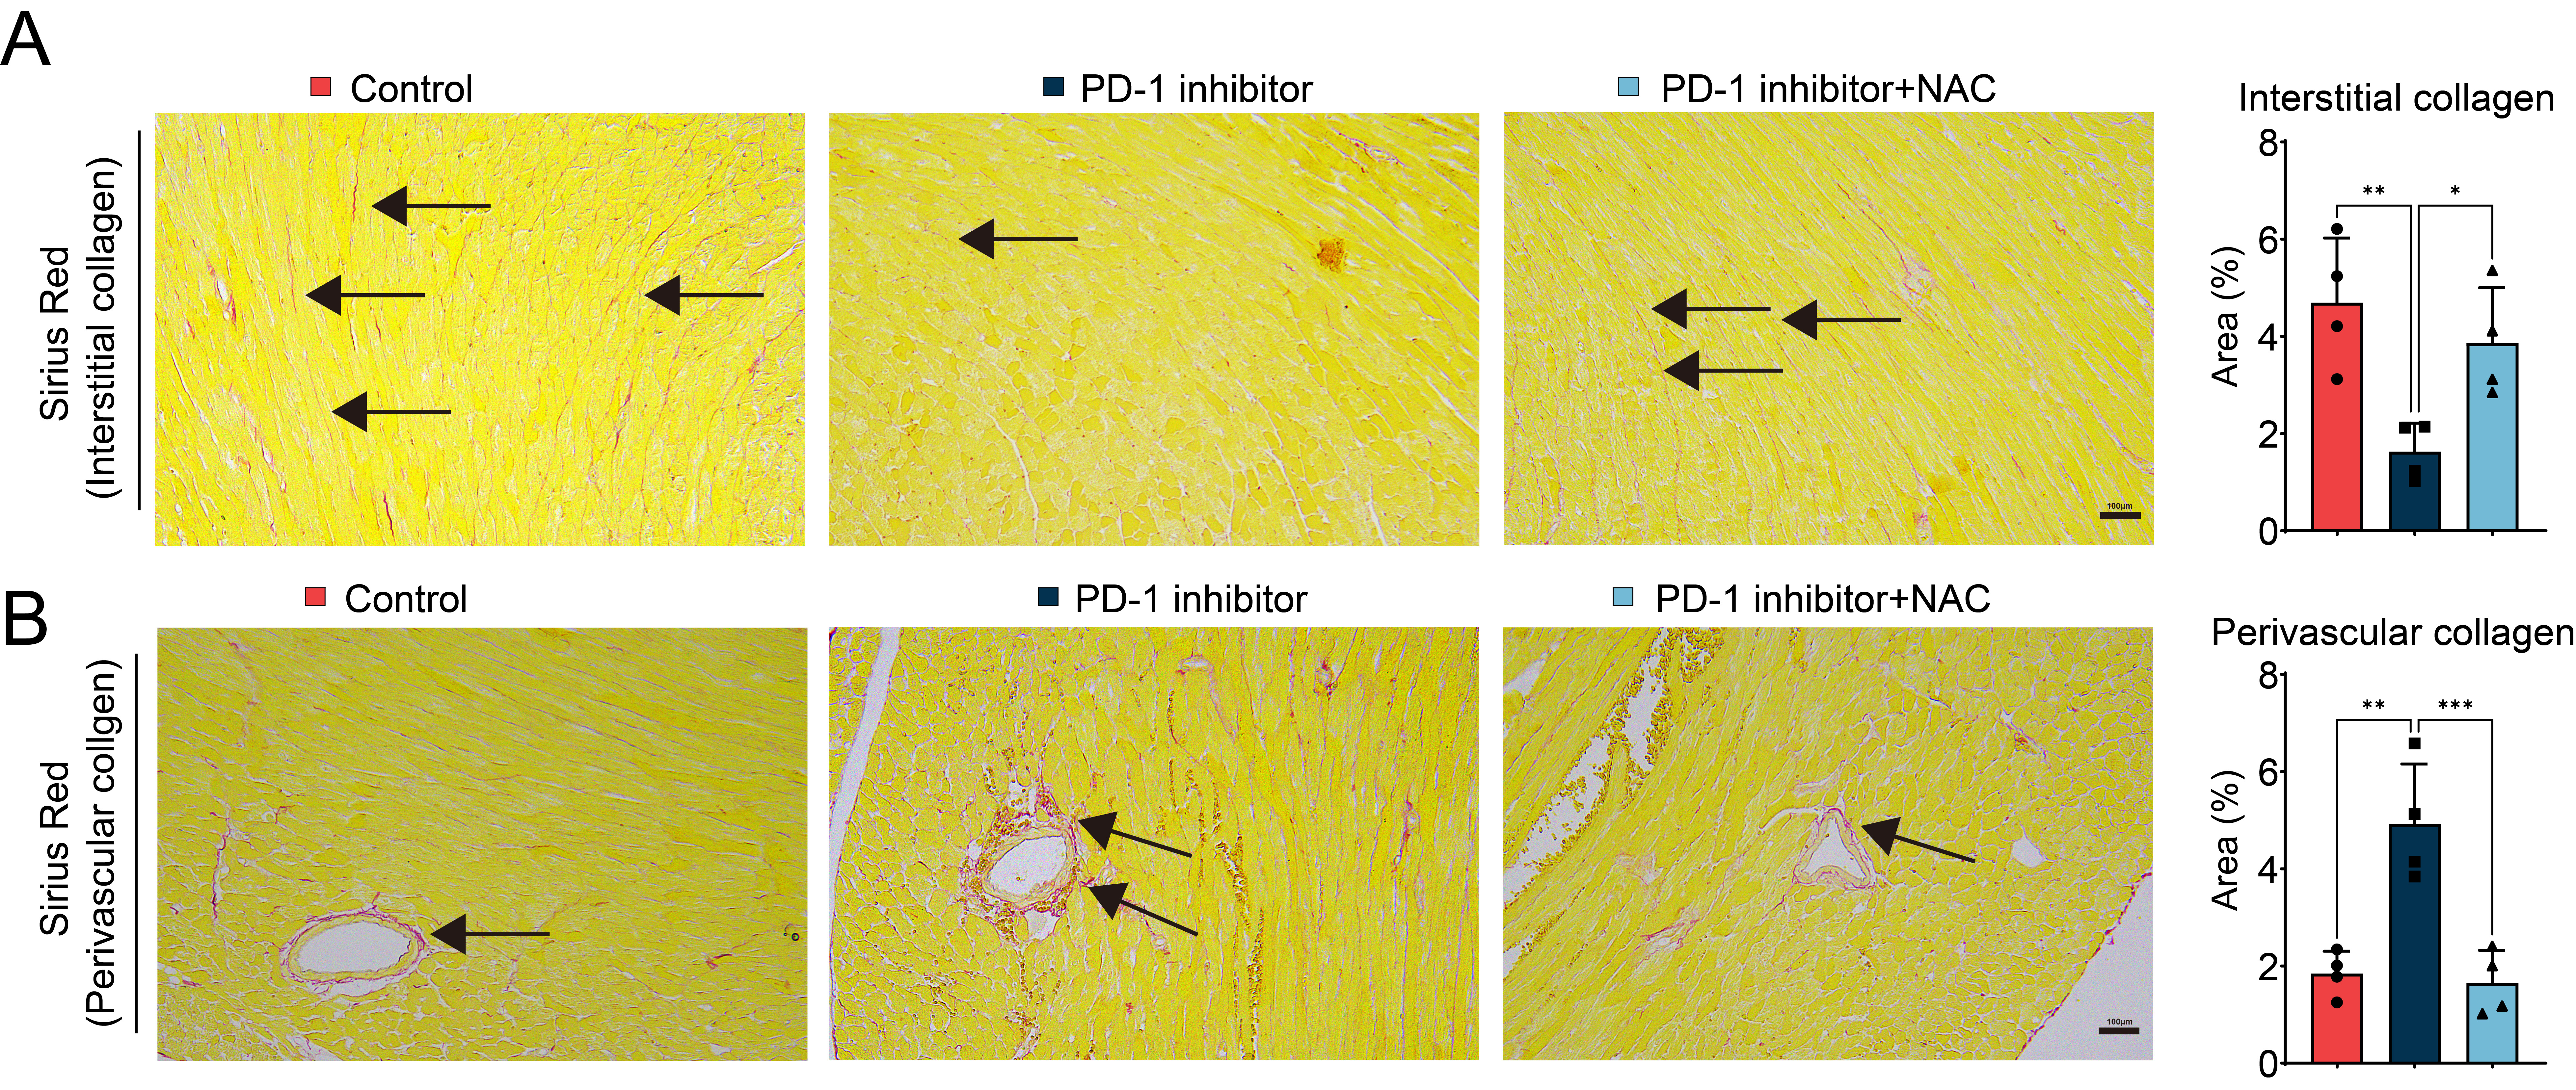
**

**Supplementary Figure 2 NAC supplementation ameliorates PD-1 inhibitor-induced collagen imbalance in heart detected by Sirius Red staining.** **A** Representative images of Sirius Red staining and quantification of the interstitial collagen area of mouse heart. The black arrows indicate the region of collagen deposition. n=4. Scale bar: 100 μm. **B** Representative images of Sirius Red staining and quantification of the perivascular collagen area of mouse heart. The black arrows indicate the region of collagen deposition. n=4. Scale bar: 100 μm. **p*<0.05, ***p*<0.01, ****p*<0.001.

**Table S1 Antibodies used in the experiments**

| **Antibody** | **Source** | **Company** | **Catalog No.** |
| --- | --- | --- | --- |
| Anti-PD-1/CD279 | Mouse | Proteintech | 66220-1-lg |
| Anti-F4/80 | Rabbit | Proteintech | 28463-1-AP |
| Anti-Cardiac Troponin T | Rabbit | Proteintech | 15513-1-AP |
| Anti-p-SMAD2/3 | Rabbit | Wanleibio | WL02305 |
| Anti-TCF12 | Rabbit | Cell Signaling Technology | 11825 |
| Anti-TGF-β1 | Rabbit | Proteintech | 21898-1-AP |
| Anti-CD31 | Rabbit | Abcam | ab281583 |
| Anti-α-SMA | Mouse | Abcam | ab7817 |
| Anti-α-SMA | Rabbit | Abcam | ab124964 |
| Anti-VE-cadherin | Rabbit | Abcam | ab33168 |
| Anti-Vimentin | Rabbit | Abcam | ab92547 |
| Anti-FSP1 | Rabbit | Abcam | ab197896 |
| Anti-GAPDH | Mouse | Beyotime | AG019-1 |
| Alexa Fluor 555 Donkey Anti-Mouse IgG |  | Beyotime | A0460 |
| Alexa Fluor 488 Goat Anti-Mouse IgG |  | Beyotime | A0428 |
| Alexa Fluor 488 Goat Anti-Rabbit IgG |  | Beyotime | A0423 |
| Alexa Fluor 555 Donkey Anti-Rabbit IgG |  | Beyotime | A0453 |
| HRP-labeled Goat Anti-Mouse IgG |  | Beyotime | A0216 |
| HRP-labeled Goat Anti-Rabbit IgG |  | Beyotime | A0208 |

**Table S2 Primer sequences for qRT-PCR**

| **Genes** | **Sequences** |
| --- | --- |
| mmu-Fn1 | F:5’-CTCTGCTCTTGGGGCTCAAC-3’  R:5’-GGAAAAGTCCTGAGGTGGGG-3’ |
| mmu-CTGF | F:5’-AGAACTGTGTACGGAGCGTG-3’  R:5’-GTGCACCATCTTTGGCAGTG-3’ |
| mmu-Col1a1 | F:5’-TAGGCCATTGTGTATGCAGC-3’  R:5’-ACATGTTCAGCTTTGTGGACC-3’ |
| mmu-Col3a1 | F:5’-CTGTAACATGGAAACTGGGGAAA-3’  R:5’-CCATAGCTGAACTGAAAACCACC-3’ |
| hsa-Fn1 | F:5’-CGGTGGCTGTCAGTCAAAG-3’  R:5’-AAACCTCGGCTTCCTCCATAA-3’ |
| hsa-CTGF | F:5’-CAGCATGGACGTTCGTCTG-3’  R:5’-AACCACGGTTTGGTCCTTGG-3’ |
| hsa-Col1a1 | F:5’-CACTTTCCACCCTCTCTCCA-3’  R:5’-AGGGGGAAAAACTGCTTTGT-3’ |
| hsa-Col3a1 | F:5’-GGAGCTGGCTACTTCTCGC-3’  R:5’-GGGAACATCCTCCTTCAACAG-3’ |
| mmu-α-SMA | F:5’-CAGGCATGGATGGCATCAATCAC-3’  R:5’-ACTCTAGCTGTGAAGTCAGTGTCG-3’ |
| mmu-CD31 | F:5’-ACGCTGGTGCTCTATGCAAG-3’  R:5’-TCAGTTGCTGCCCATTCATCA-3’ |
| mmu-VE-cadherin | F:5’-TCAACGCATCTGTGCCAGAGAT-3’  R:5’-CACGATTTGGTACAAGACAGTG-3’ |
| mmu-Vimentin | F:5’-CGTCCACACGCACCTACAG-3’  R:5’-GGGGGATGAGGAATAGAGGCT-3’ |
| hsa-α-SMA | F:5’-AAAAGACAGCTACGTGGGTGA-3’  R:5’-GCCATGTTCTATCGGGTACTTC-3’ |
| hsa-CD31 | F:5’-AACAGTGTTGACATGAAGAGCC-3’  R:5’-TGTAAAACAGCACGTCATCCTT-3’ |
| hsa-VE-cadherin | F:5’-CAGCCCAAAGTGTGTGAGAA-3’  R:5’-TGTGATGTTGGCCGTGTTAT-3’ |
| hsa-TCF12 | F:5’-AGTTATCCATCTCCTAAGCCACC-3’  R:5’-AAGAATTGTGGGTCCCATCTTG-3’ |
| hsa-Vimentin | F:5’-AGTCCACTGAGTACCGGAGAC-3’  R:5’-CATTTCACGCATCTGGCGTTC-3’ |
| GAPDH | F:5’-AAGAAGGTGGTGAAGCA-3’  R:5’-TCCACCACCCAGTTGCTGTA-3’ |
| hsa-TGF-β1 | F:5’-GGCCAGATCCTGTCCAAGC-3’  R:5’-GGGTTTCCACCATTAGCAC-3’ |

| **Genes** | **Sequences** |
| --- | --- |
| TGF-β1 | ChIP NC F:5'-ACGTGGCTAATTTTGTGGGTG-3' |
| TGF-β1 | ChIP NC R:5'-CTGAGGCGGGCTGATCACCTG-3' |
| TGF-β1 | ChIP1 F: 5'-GGCACGGGCTTTCGTGGGTG-3' |
| TGF-β1 | ChIP1 R: 5'-AGGCAGAGTCCCTCAGCACTCC-3' |
| TGF-β1 | ChIP2 F: 5'-GAGGCCCCCATGTTGACAGAC-3' |
| TGF-β1 | ChIP2 R: 5'-GCCAAGCGCCACCAAAGCGG-3' |

**Table S3 Primer sequences for ChIP**

How the deposited data were processed for this re-analysis (not part of the article)

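Single-nucleus RNA-seq of mouse hearts was analysed for 1 control library and 1 PD-1 inhibitor library. The authors made the libraries with the GEXSCOPE single nucleus RNA-seq kit. They deposited, for each library, a matrix of whole-number UMI counts per gene and nucleus without normalization. The aligner, the counting software, the genome build, the annotation and the way in which barcodes were called as nuclei are not named in the paper's text. No barcode in either matrix has fewer than 500 UMIs. The files hold 32589 genes, of which 23532 have a UMI in the control library and 22763 in the PD-1 inhibitor library.

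The number of hearts behind each library is not given in the paper's text or in the labels. The condition of each library was taken from its label. With 1 library per condition no test, p-value, standard error or count of changed genes was made, and no value says how far hearts of the same group differ. Shares of nuclei have exact Clopper-Pearson intervals, sums of UMIs have exact Poisson intervals, and log2 ratios have exact intervals from the binomial distribution conditional on the sum of both counts, all at 95%. The interval of a list's median comes from 1000 Poisson redraws of the counts. These intervals cover counting error only. A count of 0 is given with the share that 3 counts would make.

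Nuclei with at least 200 genes and at most 20% mitochondrial UMIs were kept. Doublets were called in each library with Scrublet in scanpy and removed. Exact nearest neighbours replaced the approximate ones of Scrublet's default so that repeated runs give the same calls, a choice made after the data were seen. UMIs were scaled to 10000 per nucleus and logged, 2000 variable genes were ranked within each library, and 30 principal components with 15 neighbours were clustered by the Leiden algorithm at resolution 1. A marker counted as detected in a cluster when it had a UMI in at least 5% of its nuclei and over 2 times the CPM of all other nuclei. A cluster took the name of the type with the largest share of its markers detected, given at least 3 detected markers. It stayed unnamed when its 10 leading genes by fold, among genes with a UMI in at least 10% of its nuclei, held more markers of another type than of its own. A cluster also stayed unnamed when at least 50% of its nuclei had a UMI of Mki67 or Top2a, or when it detected at least 50% of the markers of another type. Both of these thresholds were set after the clusters were seen. The names are those of the paper, given to clusters that are like these cell types.

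UMIs were summed over the nuclei of a cell type in each library and divided by the sum over all genes, in UMIs per 1000000. Log2 ratios are PD-1 inhibitor over control with 0.5 UMI added to each sum. Genes entered list medians with at least 50 UMIs in both libraries together. Shares of nuclei with a UMI are given for all UMIs and after thinning each nucleus to 500 UMIs, which left out 0 nuclei. Each list's median was placed among 10000 random lists of the same size, drawn from genes of the same 20 expression bins, or of 10 expression and 5 length bins where length was matched as well. Tcf12 was placed among genes whose expression rank lay within 5% of its own, and among genes whose expression and length ranks both lay within 10%. Gene spans come from GENCODE vM21 on GRCm38.

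The marker genes, the gene lists, the alternatives and the rule for the genes to be named were fixed before the data were examined. The lists were nuclear-encoded and mitochondrially encoded oxidative phosphorylation genes, ribosomal protein genes, focal adhesion, adherens junction, immediate early genes, interferon response and transcripts abundant in cardiomyocytes, all written from general knowledge. Named are every gene that the paper names for these libraries or as a marker, the 5 genes with the largest and the 5 with the smallest log2 ratio in ECs among those with at least 200 UMIs, and in each list the 3 genes that moved most in the direction of its median. For focal adhesion, 1 of these 3 genes is not reported here. The clock genes used for the time of harvest were chosen with that test.

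The alternatives were at least 500 genes per nucleus, at most 5% mitochondrial UMIs, doublets kept, Leiden resolutions of 0.5 and 2, genes centred within each library, each library clustered alone, a total without mitochondrial and ribosomal protein genes, ratios centred on their median, a mean over nuclei in place of the sum, thinning, a minimum of 20 UMIs, length-matched random lists, and a threshold of 5% in place of 10% for ligands and receptors. The same mix of EC clusters in both libraries was added after the data were seen. So was the same mix of depths, for which nuclei of a cell type were put in 5 bins of UMIs per nucleus and each bin was weighted by its UMIs in both libraries together, with intervals from 1000 Poisson redraws.

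The steps were tested on simulated data. Counts were drawn for 10688 genes of ECs with 200 genes changed 2-fold. The interval covered the true ratio for 95.5% of genes. Of the 198 changed genes with at least 50 UMIs, 97.5% were recovered. Of 200 unchanged lists, 3.5% fell outside the middle 95% of random lists. A list shifted by 0.3 had a median of 0.26, at percentile 100.

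CellPhoneDB's permutation, the regulon scores and the KEGG enrichment of the paper were not repeated. They need databases that were not used here, and the first and the last of them take nuclei as replicates. The software was Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scanpy 1.11.5, anndata 0.12.19, leidenalg 0.10.2, igraph 0.11.9, scikit-image 0.26.0 and matplotlib 3.10.9.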

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

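The tests of the immediate early genes for RNA shared by all nuclei, for the mix of EC clusters and for gene length, and all tests of Pdcd1 and of the mitochondrial transcripts, were chosen only after these results were seen.

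Pdcd1 was counted in T cells, for which the paper gives no value from these libraries although its Discussion places PD-1 on T cells, at 30.0 CPM over both libraries (16.0 to 51.3), which is above the limit that a count of 0 allows there, 6.92 CPM. If free RNA shared by all nuclei were the source, fibroblasts and MPs would hold Pdcd1 at about the same rate. They held 0 UMIs, and the upper bound of their exact Poisson interval, 0.471 CPM, lies below the whole interval of T cells. Expression in T cells themselves stays as a candidate explanation, as a hypothesis that rests on 13 UMIs. The rate was 16.9 (4.60 to 43.2) in the control library and 45.8 (20.9 to 86.9) in the PD-1 inhibitor library, and these intervals overlap. Reads shared with other genes were not tested, and protein was not measured here.

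The immediate early genes, which the paper does not discuss apart from Fos, were lower in ECs of the PD-1 inhibitor library. Their median log2 ratio was -0.75 (-1.01 to -0.61), with 21 of 22 genes lower, below all 10000 random lists of like expression. Gene length argues the other way, since random lists of like expression and length had a median of 0.22. A different mix of EC clusters would leave no fall within a cluster, but the median was -1.69 within the largest EC cluster. It was 0.10 in the next cluster, over 9 genes higher and 7 lower. Free RNA shared by all nuclei would lower the CPM of the list by about as much in every cell type. Its sum fell by 1575 CPM (1436 to 1714) in ECs and by 120.2 CPM (44.6 to 195) in cardiomyocytes, which argues against it as the whole cause, although Fos itself was lower in cardiomyocytes too, at -3.12. The fall was not one of ECs alone. It was 1061 CPM in fibroblasts, 1050 in adipocytes, 723 in mesothelial cells, 570 in MPs and 218 in mural cells, and the median log2 ratio of the list was -0.75 in fibroblasts and -0.44 in MPs. T cells and glial cells stayed within counting error of no change, and in B cells the sum went from 1098 to 1600 CPM.

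Harvest at another time of day stays open. Clock genes of opposite phase were predicted to move apart by at least 0.3 in each of the 6 cell types with the most nuclei, and did so in 4 of them. In ECs the medians were 0.22 for the day genes and -0.29 for the night genes. In mesothelial cells they were -0.19 and 0.09, the other way round, and in mural cells both fell, to -0.27 and -0.33. The groups hold 2 to 5 genes and differ in gene length, so that harvest at another time of day cannot be told apart from chance and from the length trend. The prediction named all 6 types, and reading 4 of 6 as undecided was a choice made after the values were seen. The handling of the hearts before the nuclei were taken, and an effect of the PD-1 inhibitor, were not tested and stay open as well.

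Mitochondrial transcripts moved in opposite directions in mesothelial cells and ECs, and the difference between these cell types was not tested, since there is 1 library per condition. In mesothelial cells they went from 2.34% of UMIs in the control library to 1.61% in the PD-1 inhibitor library, a log2 ratio of -0.53 (-0.56 to -0.50). In ECs they went from 1.49% to 1.73%, a log2 ratio of 0.22 (0.20 to 0.24). The ratio was also above 0 in cardiomyocytes (0.35), fibroblasts (0.12), MPs (0.49), mural cells (0.54) and T cells (0.18). ECs were not uniform. The median of the mitochondrially encoded list was -0.30 in the EC cluster led by Wnt9b, with 6 of 7 genes lower. It ran from 0.23 to 0.62 in the rest of the EC clusters. Mesothelial nuclei were deeper in the PD-1 inhibitor library, which would dilute free RNA there, so nuclei were compared within 5 bins of UMIs per nucleus. With the same mix of depths in both libraries the log2 ratio was -0.565 (-0.60 to -0.53) in mesothelial cells and 0.21 (0.19 to 0.23) in ECs, which argues against library depth. It was below 0 in all 5 bins in mesothelial cells, from -0.95 to -0.23, and above 0 in all 5 in ECs. Free RNA shared by all nuclei of a library would move nuclei of the same depth the same way, so this argues against it as the whole cause. As a part of the cause it stays open, since transcripts abundant in cardiomyocytes had a median of -0.07 in mesothelial cells, at percentile 3.87 of random lists of like expression. A difference in the piece of tissue taken, in the handling of the hearts or in the mesothelial cells themselves may lie behind it, and none of these was tested.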

How the results depend on the processing

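Of 15 alternative settings, 14 were set beforehand. The same mix of EC clusters in both libraries, and the share of ECs with a Tgfb1 UMI under other choices of nuclei and clusters, were chosen only after the values were seen. No paired analysis was possible because there is 1 library per condition.

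Of 620 values under an alternative, 568 stayed within the counting interval of the value reported (for the counts of interactions, within 1.5 times the count), 50 moved out of it, and 2 with an interval that excludes 0 changed sign. Some of the 568 could not move, so this count overstates how far the results hold. Matching random lists on length leaves a list's median as it was, and thinning cannot raise a Pdcd1 count of 0. Among the 568, Srebf1 in ECs with the same mix of EC clusters (-0.09) and Tcf12 in T cells with at least 500 genes per nucleus (0.08) changed sign within an interval that holds 0. Over 12 alternatives the log2 ratio in ECs ran from -0.44 to -0.34 for Tcf12 and from 0.04 to 0.20 for Tgfb1. Over 14 alternatives the median of the ribosome list ran from 0.48 to 0.56, that of focal adhesion from -0.15 to -0.09 (percentile 0 to 0.57), that of adherens junction from -0.12 to -0.05 (percentile 2.83 to 69.4) and that of the immediate early genes from -0.80 to -0.67. Oxidative phosphorylation stayed at percentile 100, with medians from 0.32 to 0.40. The share ratio of ECs ran from 1.11 to 1.13 and that of adipocytes from 0.118 to 0.135.

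With at least 500 genes per nucleus, ECs were 27.9% and 31.3% of the control and PD-1 inhibitor nuclei and mesothelial cells 5.53% and 7.15%. In the control library cardiomyocytes were 14.7%, fibroblasts 27.3% and MPs 12.1%. B cells were 0.738% of the PD-1 inhibitor nuclei, a ratio of 0.425. Pparg was at -1.08, and 11.8% and 12.9% of ECs had a Tgfb1 UMI. The cause was not tested.

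With at most 5% mitochondrial UMIs, fibroblasts were 14.4% and 17.5%, a ratio of 1.21, and Tcf12 in fibroblasts changed sign to 0.064. A cluster of 1881 fibroblast-like nuclei then stayed unnamed because the glial marker Gpm6b was the only marker among its leading genes. Cardiomyocytes were 8.97% and 8.39%, a ratio of 0.935, because the setting removes nuclei of their cluster with the highest mitochondrial share, and the Pdcd1 UMIs of control cardiomyocytes fell to 0. ECs were 31.0% and 35.0% and MPs 14.1% and 12.5%, of a smaller total. With each library clustered alone, fibroblasts were 10.3% of the control nuclei, a ratio of 2.52, since 1493 control nuclei stayed unnamed for the same marker. No glial cluster formed in the PD-1 inhibitor library, so its share and ratio were 0. With doublets kept, control fibroblasts were 24.9%; the cause was not tested.

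With the same mix of EC clusters, Pparg was at -0.28 and Gata6 at 0.20, so part of their ratios came from the mix. With the mean over nuclei, Pparg was at -0.45 and oxidative phosphorylation at 0.39; the cause was not tested.

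Thinning removes UMIs and so lowers every share. After it, 5.54% and 5.32% of ECs had a Tgfb1 UMI, and 11.3% and 9.79% of fibroblasts had a UMI of Tgfbr1, 20.8% and 18.8% of Tgfbr3 and 19.6% and 15.7% of Egfr. The drawn interactions with both partners at 10% fell to 0 and 0, and Pdcd1 UMIs to 0 in cardiomyocytes of both libraries, 0 in PD-1 inhibitor ECs and 4 in PD-1 inhibitor T cells. Fos was at -4.00 and oxidative phosphorylation at 0.40, and Tcf12 in adipocytes changed sign to 0.25; the cause was not tested for these. With a threshold of 5%, which more pairs can reach, all 21 interactions reached it in both libraries.

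The depth of about 1000 UMIs per nucleus limits the shares. With the nuclei used here, the share of ECs with a Tgfb1 UMI lies within counting error of 10%, and it moved clear of 10% in both libraries with at least 500 genes per nucleus (above) and after thinning (below), and the few Pdcd1 UMIs allow no ranking of ECs, cardiomyocytes, fibroblasts and MPs.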

Differences from the paper's values

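No share of nuclei that the paper shows in Fig. 2E differs from the share found here by more than 1.5 times and by more than its counting interval. Under the alternatives set before the data were examined, a few do. Fibroblasts are about 26% of the control nuclei in Fig. 2E, read by eye, against 26.04% here, 14.4% with at most 5% mitochondrial UMIs and 10.3% with each library clustered alone. Glial cells are about 0.15% of the PD-1 inhibitor nuclei in Fig. 2E, read by eye, against 0.118% here and 0 with each library clustered alone. Adipocytes are about 0.13% of the PD-1 inhibitor nuclei in Fig. 2E, read by eye, against 0.209% here (0.120 to 0.340) and 0.246% with at least 500 genes per nucleus.

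The paper states that PD-1 expression is higher in cardiac ECs than in other types of cells. Over both libraries, Pdcd1 made up 0.514 CPM in ECs and 30.0 CPM in T cells. In all settings run, T cells held more Pdcd1 UMIs than ECs or as many. In the control library, this was 2 against 2 after thinning.

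The paper states that the interactions of TGFβ1 with TGFβR1, TGFβR3 and EGFR between ECs and CFs are absent after PD-1 inhibitor. The share of ECs with a Tgfb1 UMI, the scarcer partner of each before thinning, was 10.1% in the control library and 10.6% in the PD-1 inhibitor library. No setting run put the control share at or above 10% and the PD-1 inhibitor share below it. With at most 5% mitochondrial UMIs, a setting chosen for this share after the values were seen, the shares were 9.95% and 10.7%. After thinning, the share of fibroblasts with a Tgfbr1 UMI was 11.3% and 9.79%. CellPhoneDB's permutation was not repeated, so shares alone cannot show that an interaction is present or absent. The paper also measured lower TGF-β1 in treated ECs by qRT-PCR, Western blot, ELISA and immunofluorescence, in other samples.

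Each interaction in Figures 2I–K is drawn for 1 group alone. At 10% of nuclei, 8 of the 21 reached the threshold only in the library for which they are drawn, all 8 of them among the 15 drawn for the PD-1 inhibitor group, and 0 of the 6 drawn for the control group did. At a threshold of 5% all 21 reached it in both libraries, and after thinning 0 reached 10% in either, so these settings cannot show whether the pattern holds.

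The paper states that genes of adherens junction are enriched among those lower in PD-1 inhibitor ECs. The median log2 ratio of the list used here was -0.06, at percentile 21.8 of random lists of like expression and 69.4 of those of like expression and length. The lowest percentile over the alternatives was 2.83. By EC cluster, which was looked at after the values were seen, the median was -0.16 in the largest, at percentile 0.05 and 0.94 of these random lists, and from -0.00 to 0.04 in the other 4, at percentiles from 41.0 to 77.4 and from 50.1 to 98.5.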

Other observations

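The tests of Tcf12 with the same mix of EC clusters and with the same mix of depths, and of the pathway lists within EC clusters, were chosen only after their results were seen, as were the limits by which a percentile or a rise in other cell types was read in every test of this part.

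Over all ECs, oxidative phosphorylation and ribosomal protein genes were higher in the PD-1 inhibitor library. By EC cluster, the nuclear-encoded oxidative phosphorylation list was at 0.03 in the cluster led by Wnt9b, with 6 genes higher and 5 lower. It ran from 0.32 to 0.67 in the rest, and the ribosome list ran from 0.34 to 0.65 in all EC clusters. Log2 ratios fell with gene length over all genes, and both lists are short genes. Over all ECs, both still lay at percentile 100 among random lists of like expression and length. This argues against gene length as the whole cause over all ECs. In the clusters led by Sema3g and Wnt9b, with 11 genes each, the nuclear-encoded list lay at percentile 86.8 and 25.4, so gene length stays open there. The mitochondrially encoded list lay at percentile 67.8 of such random lists over all ECs and does not stand apart from its length. Free or cytoplasmic RNA shared by all nuclei of a library was predicted to raise the same lists in other cell types by about as much. The nuclear-encoded oxidative phosphorylation list rose by 0.32 in fibroblasts, and the ribosome list was at 0.40 in fibroblasts, 0.41 in MPs, 0.36 in mural cells and 0.50 in cardiomyocytes. In mesothelial cells these lists were at 0.09 and 0.12, and in T cells at 0.03 and 0.54. Transcripts abundant in cardiomyocytes, 25 genes of which 3 are also in the oxidative phosphorylation list, had a median of 0.24 in ECs, 0.19 in fibroblasts, 0.23 in MPs and 0.42 in mural cells, but -0.07 in mesothelial cells and -0.19 in T cells. All 25 have at least 50 UMIs in ECs. The most abundant of them in ECs, Myh6, had 2456 and 2445 UMIs, a log2 ratio of 0.03. Shared RNA therefore cannot be told apart from a change within the cell types, because most types rose together, while mesothelial cells rose less and T cells followed for the ribosome list but not for the nuclear-encoded oxidative phosphorylation list. An effect of the PD-1 inhibitor on all cell types stays open, as untested.

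Focal adhesion genes in ECs lay at percentile 0.27 among random lists of like expression and length, which argues against gene length as the whole cause of their lower median over all ECs. This rests on the largest EC cluster, at percentile 0.30, while the other 4 lay from 20.9 to 65.4, where gene length stays open. Adherens junction genes lay at percentile 69.4, near the middle, so gene length may account for the place of this list over all ECs. Within the largest EC cluster they lay at percentile 0.94, which argues against gene length as the whole cause of the lower median there, but in the other 4 they lay from 50.1 to 98.5. Outside ECs, the focal adhesion list had a median of -0.19 in MPs, -0.06 in fibroblasts, -0.05 in cardiomyocytes and -0.03 in mural cells.

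Tcf12 is a long gene, and in ECs its log2 ratio lay at percentile 18.5 among genes of like expression and length. This lies neither at the edge nor near the middle, so gene length cannot be told apart from a change of Tcf12 itself. Library depth was argued against by comparing nuclei of the same depth, which gave -0.409 (-0.51 to -0.30), with a ratio below 0 in all 5 bins of UMIs per nucleus. The mix of EC clusters was argued against as the whole cause by giving both libraries the same mix, after which it was -0.34. In mesothelial cells, where log2 ratios hardly followed gene length (rho -0.05), Tcf12 lay at percentile 7.57 of genes of like expression and length. It lay at 57.9 in cardiomyocytes, 69.6 in fibroblasts and 53.3 in MPs, where its fall was no larger than the median of such genes. In mural cells and T cells it lay at 32.6 and 40, so there too it did not stand apart from like genes.

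The interferon response genes, 36 with enough UMIs, had a median of 0.01 in ECs, at percentile 70.6 for expression and 2.88 for expression and length. The median was 0.21 in mesothelial cells, 0.12 in MPs and 0.30 in T cells. Cd274, which encodes PD-L1, had 198 and 114 UMIs in ECs, a log2 ratio of -0.75 (-1.10 to -0.42).

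The paper measures markers of fibrosis and of EndMT in other samples, by qRT-PCR, immunofluorescence and Western blot. In ECs of these libraries, the log2 ratio was 0.11 (0.05 to 0.17) for Pecam1, 0.04 (-0.06 to 0.14) for Cdh5, 0.28 (0.22 to 0.35) for Vim and -0.41 (-0.99 to 0.16) for Acta2, from 63 and 46 UMIs. S100a4 had 11 and 4 UMIs. Fn1 was at 0.09 (-0.04 to 0.22), Col1a1 at 0.08, Col3a1 at 0.14 and Ccn2 at -0.09, all within counting error of 0. Smad3 was at 0.26 (-0.13 to 0.65). ECs were named by marker genes, so nuclei that had lost endothelial markers or gained mesenchymal ones could lie in other clusters. These values therefore cannot show whether EndMT took place. Vim spans 8900 bp, and genes of up to 9.716 kb had a median log2 ratio of 0.22 in ECs. Its rise thus cannot be told apart from the length trend.

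In fibroblasts, Fn1 had 742 and 429 UMIs, a log2 ratio of -0.52 (-0.70 to -0.35), but the share of fibroblasts with an Fn1 UMI did not fall, at 11.8% and 12.6%, and at 6.05% and 6.75% after thinning. Col1a1 was at 0.07 (0.01 to 0.14), Col3a1 at 0.10 (0.05 to 0.14), Ccn2 at -0.05 (-0.16 to 0.05), Acta2 at -0.06 (-0.57 to 0.44), Smad3 at -0.29 (-0.52 to -0.06) and Tgfbr2 at 0.06 (-0.09 to 0.22).

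The EC clusters had different shares of the ECs in both libraries. The largest held 50.5% of control ECs and 60.6% of PD-1 inhibitor ECs, and the next held 34.1% and 26.9%. Clusters were formed on the same genes, so this is given without a comparison of the conditions.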
